# Extracellular Vesicles in Young Serum Contribute to the Restoration of Age-Related Brain Transcriptomes and Cognition in Old Mice

**DOI:** 10.3390/ijms241612550

**Published:** 2023-08-08

**Authors:** Nicholas F. Fitz, Amrita Sahu, Yi Lu, Fabrisia Ambrosio, Iliya Lefterov, Radosveta Koldamova

**Keywords:** extracellular vesicles, aging, choroid plexus, hippocampus, memory, klotho

## Abstract

We have previously demonstrated that circulating extracellular vesicles (EVs) are essential to the beneficial effect of young serum on the skeletal muscle regenerative cascade. Here, we show that infusions of young serum significantly improve age-associated memory deficits, and that these effects are abolished after serum depletion of EVs. RNA-seq analysis of the choroid plexus demonstrates EV-mediated effects on genes involved in barrier function and trans-barrier transport. Comparing the differentially expressed genes to recently published chronological aging clock genes reveals a reversal of transcriptomic aging in the choroid plexus. Following young serum treatment, the hippocampal transcriptome demonstrates significant upregulation of the anti-aging gene Klotho, along with an abrogated effect after EV depletion. Transcriptomic profiling of Klotho knockout and heterozygous mice shows the downregulation of genes associated with transport, exocytosis, and lipid transport, while upregulated genes are associated with activated microglia. The results of our study indicate the significance of EVs as vehicles to deliver signals from the periphery to the brain and the importance of Klotho in maintaining brain homeostasis.

## 1. Introduction

The conventional wisdom is that a better understanding of the myriad roles of extracellular vesicles (EVs) in CNS homeostasis is essential for developing novel therapeutics to alleviate and reverse the neurological disturbances of aging [1,2,3]. Thus far, an increasing number of studies have revealed the complexities of EV-mediated cell–cell communications in the brain, predominantly emphasizing the role of EV released by brain cells under physiological conditions. It has been well established that EVs can cross brain barriers such as the blood–brain barrier (BBB) and brain–CSF barrier (BCsfB). In fact, the ability of EVs to elegantly pass the BBB and BCsfB has generated interest in exploring EVs and their associated cargo as biomarkers or vehicles with which to deliver drugs and proteins to the CNS. If isolated from CSF and plasma, brain EVs provide an array of options with which to learn about normal brain functions and monitor changes in the brain associated with aging or neurodegenerative pathology [3].

Since humoral factors can enter the brain at the BBB and BCsfB through receptor-mediated transcytosis and micropinocytosis, in recent years, in vivo models, for example, heterochronic parabiosis (HB), heterochronic blood exchange (HBE) [4,5,6,7,8], and infusions of small volumes of plasma or serum, have been used to uncover and better understand the role of those factors in aging and age-related diseases [9,10,11,12]. Recently, using infusions of small volumes of serum, we evaluated the contribution of circulating EVs to the beneficial effect of young serum on aged muscle stem cell (MuSC) function and the skeletal muscle regenerative cascade [6]. We demonstrated that young serum restored a youthful bioenergetic and myogenic profile to old muscle cell progeny and that this effect was dependent on circulating EVs. Yet, the full spectrum of effects of circulating young EVs on aged organs and tissues, including the brain, remains poorly understood. Part of the problem is that brain cell-type-specific EV cargo signatures have not been determined, even in otherwise useful and well-defined in vitro models. Secondarily, the fate of internalized EVs remains largely unknown. While it has been demonstrated that naïve macrophage exosomes cross the BBB and deliver proteins [13], we have an incomplete understanding of the regulatory mechanisms that control the entrance of EVs through the barriers, the effects of EVs delivered through the brain barriers, if and to what extent the effects in response to internalized EV can be ascribed specifically to a certain cell type, and how major brain cell types react to and mediate those effects [14]. Since the internalization of membranous structures depends, at least in part, on their lipid composition, age-dependent changes of the EV lipidomic profiles are important characteristics of the EVs used in rejuvenation studies. Surprisingly, there is a limited number of publications addressing age-dependent differences between EVs isolated from young and aged mice [6,15]. Even more significant is the lack of systematic studies addressing the important question of whether and how EVs isolated from young blood differentially affect cell types in CNS of injected aged mice. Therefore, further in vivo studies are needed in order to establish a reliable and more complete understanding of the role of EVs that are generated in peripheral organs and enter the brain. Additionally, there is a need to investigate along the brain’s response to molecular, cellular, and physiological levels.

In this study, we examined the effect of young serum on the cognitive performance of aged mice. We show that repeated infusions with small volumes of young serum significantly improved age-associated memory deficits and this effect was abrogated after the serum was depleted of circulating EVs. RNA-seq analysis of choroid plexus demonstrated effects on genes involved in barrier function and trans-barrier transport. Interestingly, the hippocampal transcriptome demonstrated a significant upregulation of *Klotho* (*Kl*) gene, which codes for the longevity protein Klotho [16], following young serum treatment. Notably this effect was abrogated after serum EV depletion, suggesting that EVs may serve as vehicles for Klotho messages from the periphery to the brain. Given the well-established role of Klotho in cognitive functioning, we performed transcriptional profiling of *Klotho* knockout (*Kl^ko^*) and *Klotho* heterozygous (*Kl^het^*) mice and found an association with downregulated categories such as transport, exocytosis, and lipid transport, while upregulated genes were associated with microglia. To test if changes in transcriptomes represent transcriptomic rejuvenation, we correlated the transcriptomes of the treated mice to the most recently published chronological aging clocks [17], which revealed a reversal of transcriptomic aging in the choroid plexus. The results of our study indicate that further evaluation of EVs as vehicles for delivering signals from the periphery to the brain and coordinating the responses of different brain regions will open new avenues with which to expand the research and to better understand aging and rejuvenation.

## 2. Results

### 2.1. Circulating EVs Contribute to the Beneficial Effect of Young Serum on Cognitive Functions

Increasing evidence from heterochronic parabiosis studies, blood exchange and plasma transfer models demonstrates that circulating factors in young blood can rejuvenate multiple organs in old mice, including the brain [12]. However, the factors related to these rejuvenating effects remain poorly defined. Plasma transfer experiments, in which aged mice were systemically treated with plasma from young mice, demonstrated improvements in the hippocampal-dependent learning and memory of the aged mice [12]. We hypothesized that EVs in young serum carry factors that facilitate a pro-youthful phenotype. To test this hypothesis, we utilized a previously described [6] experimental paradigm where aged mice (22–24 mo) received tail vein injections of young serum (3–4 mo), young serum depleted of EVs, or saline (sham) for three weeks prior to the start of behavioral testing, as shown in Figure 1A and Figure S1A. For both behavioral tests, young serum treatment of aged mice significantly improved cognitive performance compared to the correspondingly aged sham controls (Figure 1B,C). In contrast, when the young serum was depleted of EVs, the beneficial effect of young serum on the cognitive performance of aged mice was abrogated, and mice displayed performances comparable to those of sham controls in terms of both novel object recognition (Figure 1B) and fear conditioning (Figure 1C). The young serum improvement on the memory of aged mice was hippocampal-dependent as there was no significant difference during the amygdala-dependent cued phase (Supplementary Figure S1F). Furthermore, there were no changes during the learning phase or novel phase of fear conditioning, nor was there a significant change in locomotor activity between genotypes (Supplementary Figure S1B–E). We concluded from the behavioral data that EVs circulating in young serum are essential for the rejuvenation of cognitive function in aged mice.

### 2.2. Aging Shifts Phospholipid Profiles of Circulating Serum EVs

Previously, we have shown that serum EVs from young animals restored skeletal muscle bioenergetics and the regeneration potential of aged mice [6]. This was due in part to an age-related shift in serum EV nucleic acid cargo that affected the skeletal muscle transcript levels of the pro-longevity protein, α-Klotho. In the present study, we further characterized age-related changes in serum EVs that could impact their signaling potential and target cell responses. Lipids are essential molecular components of EVs and act as bioactive molecules, carriers of lipid mediators, and impact binding to recipient cells [3,15]. It has already been demonstrated in multiple studies that the lipidomic profiles and lipid composition of EVs substantially differ in comparison to those of the parent cells [15,18]. To assess changes in the lipid content of serum EVs associated with aging, we applied multi-dimensional mass spectrometry shotgun lipidomics (MDMS-SL) to measure nine major lipid classes and their molecular species. We initially isolated and characterized EVs from the serum of young (3–4 mo) and aged mice (22–23 mo). Nanoparticle tracking analysis (NTA) of concentration and particle size, conducted using the NanoSight instrument, revealed that isolated serum EVs had an average size of 120.8 ± 4.2 nm and concentration of 2.1 × 10^10^ ± 0.33 particles/mL and no difference in EV size or concentration (Figure 2A,B). We also observed no significant difference in the total protein content (Figure 2C) of isolated serum EVs from young and aged mice. NanoSight NTA also confirmed that the EV isolation protocol resulted in the depletion of >95% of serum EVs and an enrichment in EV concentration in the isolated fraction (Figure 2D).

We found that seven of nine phospholipid classes (FA, TAG, PC, PE, CAR, SM and CE; for abbreviations see legend of Figure 2 and Figure S2) had statistically higher levels in EVs isolated from young mouse serum compared to those extracted from aged serum (Figure 2E). Overall, except for PE, young serum EVs had a similar direction of fold change compared to aged EVs for each lipid class assessed (Figure 2F). Additionally, specific subspecies of all lipid classes, except LPC, were found in significantly less abundance in aged serum EVs (Supplementary Figure S2). The fact that CL, PA, PG, PI and PS classes were undetectable indicates that contamination from mitochondria and ER fractions was minimal [15]. However, as we detected a relatively high TAG content, we cannot exclude contamination with serum lipoproteins in these samples. Thus, our conclusion is that young EVs have a higher phospholipid content than EVs isolated from old sera.

### 2.3. Specific Effect of Young Serum on Gene Expression of Aged Choroid Plexus

Our next goal was to determine how the signal the peripheral injection of young sera is transmitted to the brain and assess the role of EVs in mediating these effects. Therefore, we first focused on the response of the choroid plexus transcriptome as it is a unique barrier situated at the interface of the blood and CSF (BCsfB). We performed RNA-seq on a dissected choroid plexus isolated from the same 3 experimental groups according to the treatment outlined. These groups were sham, young serum (YS), and young depleted serum (YDS), as shown in Figure 1A. To determine differentially expressed genes (DEGs) across the groups and to test the hypothesis that EVs circulating in young serum facilitate transcriptional changes in old mice, we used edgeR and processed the bulk RNA-seq data of the three groups simultaneously (Supplementary Table S1). In the choroid plexus, comparing the transcriptomes of mice injected with young serum vs. sham (Figure 3A), or young serum depleted of EVs (Figure 3B), we identified a large number of significantly upregulated genes and a lesser number of downregulated genes at a Log2 fold change > 0.5 cutoff. There were significantly more downregulated genes (129) than upregulated ones (8) when comparing mice injected with YDS vs. sham (Figure 3C), suggesting that the remaining material after the removal of EVs from the young serum has more of a suppressive effect on gene expression. The examination of gene ontology (GO) categories of genes downregulated in CP of mice injected with YDS vs. Sham demonstrated that these are cellular processes involved in innate immune response, suggesting that factors present in young serum after the removal of EVs can suppress these biological processes (Supplementary Table S1) [19]. Within the first two comparisons—YS vs. sham and YS vs. YDS—we identified 337 genes that were commonly upregulated in association with the YS treatment and classified as dependent on EVs. By chance, this was greater than predicted, as determined by hypergeometric distribution testing (Figure 3D—dark orange on Venn diagram). We did not identify any common overlapping downregulated genes between the same comparisons (Figure 3D). GO analysis performed using these 337 commonly upregulated genes revealed that top biological processes related to cell adhesion, ion and transmembrane transport, nervous system development and cell migration were upregulated in mice treated using young serum (Figure 3E). Within the top 20 genes of the cell adhesion GO term, we observed the increased expression of many genes that are important to maintaining the integrity of the blood–CSF barrier at the choroid plexus and that are associated with YS treatment (Figure 3F). These upregulated genes included, *Pcdh1*, which encodes a member of the cadherin superfamily and is highly expressed in the choroid plexus epithelial cells [20]. The loss of function of *Pcdh1* results in reduced barrier integrity and increased barrier leakage [21]. The cytoplasmic tails of these cadherins form multiprotein cadherin–catenin complexes. These are the major structural units of adherens junctions and are important in the transport of the choroid plexus [22]. In mice treated with young serum, there was also a significant transcriptional upregulation of a member of this catenin family—*Ctnnd2*. In mice injected with young serum, we also found upregulation of the gene *Vtn*, coding for vitronectin. Studies have shown that binding vitronectin to the α5 integrin receptor instructs brain barrier cells to maintain membrane tension and inhibit transendocytosis, thereby reducing barrier permeability [23,24]. Furthermore, following YS treatment, we observed a significant increase in the number of genes (*Ntm*, *Astn1*, *L1cam*, *Nrxn1*) encoding for adhesion molecules with important roles in neuronal migration, axonal growth, and synaptogenesis. When comparing transcriptomes of mice treated with YS or YDS that is enhanced by the presence of EVs, we also determined changes in expression levels of a significant number of cell-type-specific genes that are upregulated in the aged choroid plexus, including oligodendrocytes (Figure 3G), endothelial cells (Figure 3H), pericytes (Figure 3I) and neurons (Figure 3J). To determine the cell specificity, we used published data on single-cell RNA-seq performed on mouse brains [25,26]. Concomitant with our findings about the upregulation of genes associated with cell adhesion via YS treatment, we also observed increased expression of *Apold1*—a protein known to play a role in the regulation of endothelial cell signaling, particularly of tight junctions [27]. In a pericyte-specific transcriptome, YS treatment increased the expression of *Nbl1*, which promotes choroid plexus-mediated neurogenesis [28]; *Gpc3*, which encodes a protein that complexes with UNC5 to facilitate neural migration in cortex [29]; and *Kcne4*, which modulates vascular tone [30] compared to YDS without EVs. In response to YS administration, we also found an increase in the expression of ceruloplasmin (*Cp*), a ferroxidase enzyme present in CSF which has a neuroprotective role during cerebral ischemia [31] and displays oxidative deamidation in the CSF of Alzheimer’s and Parkinson’s disease patients [32]. In this regard, following YS treatment, we observed an increase in oligodendrocyte-specific genes including *Rap1gap*, which is indicated in controlling cell growth and differentiation, *Sdc3* which is involved in organizing actin cytoskeleton affecting cell shape, and *Adgrl3*, which is important in cell adhesion. Recently, it has been shown that myelin-derived antigens can activate the choroid plexus, which helps regulate the recruitment of immunoregulatory cells to the brain and attenuates neurodegeneration [33]. However, these benefits were abrogated in the absence of EVs from young serum. There were no cell-type-specific downregulated genes in the YS group versus sham or YDS.

During the last 10 years or so, age prediction models, frequently called “aging clocks”, have gained significant popularity [17,34]. In general, the goal of those studies is to build models that can serve as integrative aging biomarkers. Thus, similar to the experimental design seen in the most recent report [17], we asked whether chronological aging clocks, defined by and based on single-cell gene expression levels, capture the rejuvenating effect of YS-associated circulating EVs in old mice. To evaluate the rejuvenating effect of YS infusions and determine if there was a reversal of the chronological aging clock in old mice, we used upregulated genes in the choroid plexus of old mice infused with YS (EVs + circulating factors) compared to YDS (circulating factors but no EVs) (total of 1006 upregulated genes; Figure 3B) and compared them against the 594 downregulated clock genes identified by Buckley et al. [17]. The Venn diagrams (Figure 3K,L) show 52 genes that were downregulated according to the chronological aging clock but reversed—upregulated—in old mice following infusion of YS, which by chance is greater than the number predicted. In terms of the cell specificity of these genes, they were microglia, astrocytes, and endothelial and neuronal precursor cells. GO analysis using these 52 genes revealed that the most affected functional categories were immune system process (*Cd14*, *Slc15a3*, *Csf1r*), regulation of angiogenesis (*Meg3*, *Sema6a*) and ion transport (*Kcna1*, *Slc4a4*, *Kcnk1* and *2*). Among microglial specific genes, genes were mainly associated with homeostatic microglia state (*Siglech*, *Cx3cr1*), whose expression was reported to decrease with aging [35].

We conclude the transcriptional profile of the aged choroid plexus is significantly impacted by 25 days of YS treatment. We see an increased expression of a number of genes that can signal a more youthful phenotype and restore many of the functions of choroid plexus, including barrier establishment, the regulation of CSF, and the maintenance of neural homeostasis. These effects are largely dependent on the presence of EVs in the young serum.

### 2.4. Unique Gene Expression Changes in the Aged Hippocampus of Young Serum-Treated Mice

Previous experiments based on heterochronic parabiosis have shown that when aged animals were exposed to young blood, the effects were ascribed to synaptic plasticity-related transcriptional changes in the hippocampus of aged mice [12]. Unlike in the choroid plexus, following YS treatment, we identified fewer differentially expressed genes in the hippocampus ascribed to EVs (Supplementary Table S2). We postulate that the peripheral treatment of YS greatly impacts the choroid plexus compared to the hippocampus based on its location as a unique barrier situated at the blood–cerebrospinal fluid (CSF) interface. Comparing YS vs. sham (Figure 4A), we identified 58 upregulated genes and comparing YS vs. YDS, we identified 75 genes (Figure 4B). We also observed a smaller number of DEGs when comparing the transcriptomes of mice treated with YDS vs. sham, especially in upregulated genes (Figure 4C). As a result of finding relatively few DEGs in both comparisons, there were only 17 (upregulated) and 13 (downregulated) overlapping genes associated with YS treatment when compared to sham or YDS treatment. By chance, this is greater than predicted and we attribute this phenomenon to the presence of circulating EVs (Figure 4D). Of particular interest was the significant upregulation of *Klotho* (*Kl*) following YS treatment and the abrogation of this effect after injection with YDS (Figure 4E). Expression of *Kl* mRNA and protein has been shown to be significantly reduced in the brain with age [36] and is associated with increased microglial activation and inflammasome activation [37]. Aging is also associated with a loss of *Kl* mRNA cargoes in EVs [6]. We also observed increased expression of membrane transporters including: *Abca4*, which is a member of the ATP-binding cassette transporter family and thought to be involved in lipid homeostasis through the transport of phosphatidylethanolamine lipid species; and *Slc39a4*, which encodes a zinc/iron-regulating transporter protein [38] (Figure 4E). Downregulated DEGs in the hippocampus, associated with YS treatment, included genes encoding for neuropeptide vasopressin (*Avp*), tachykinin 2 (*Tac2*), and gamma-synucleins (*Sncg*) (Figure 4F). The Venn diagram (Figure 4G) shows significantly upregulated genes associated with YS treatment (75 genes in total when compared to YDS from Figure 4B) in the hippocampus compared with the chronological clock genes (594 genes in total) downregulated with aging. As visible, there were only 3 overlapping genes, suggesting that the effect of EVs in YS on reversing “aging clock” in hippocampus, at least in this treatment protocol, was minimal.

While we observed fewer transcriptional changes in hippocampus associated with YS treatment, we did see a significant increase in *Kl*, *Abca4*, and *Slc39a4* expression—genes coding for the essential proteins involved in transmembrane transport, again highlighting the neuroprotective potential of EVs and their cargo found in YS.

### 2.5. Klotho Deficiency Significantly Affects Hippocampal Gene Expression

To investigate and further reveal the effect of α-Klotho on the hippocampal transcriptome, we compared hippocampi from 9-month-old Klotho heterozygous (Kl^het^) (Figure 5A and Supplementary Table S3, 637 genes downregulated and 905 upregulated in Kl^het^) and 2-month-old α-Klotho knockout (Kl^ko^) mice (Figure 5B, 2264 genes downregulated and 2052 upregulated in Kl^ko^) to their respective age-matched wildtype (WT) controls. 

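Hippocampal RNA of 4 Kl ko and 4 WT-y mice, both 2 months old, and of 5 Kl het and 4 WT-o mice, both 9 months old, was sequenced as 1 library per mouse. Kl ko mice are knockouts of α-Klotho and Kl het mice are heterozygous. The sample labels name the tissue only as brain and the extraction as one from cortex, and the paper gives the hippocampus. The authors aligned the reads to mm10, counted them per gene with featureCounts and deposited CPM, the reads of a gene scaled to the total of the library. Steps between the low CPM values gave 33779794 to 35943922 counted reads per library in Kl ko, 36786899 to 40229041 in WT-y, 26338890 to 39360781 in Kl het and 34825335 to 37913601 in WT-o. For 14964 genes with a unique symbol, all 17 libraries were fitted in 1 model by limma with trend on log2(CPM + 0.5), without a block for replicate numbers. Fold changes are on that scale, which understates the change of low genes. P-values were adjusted by the Benjamini-Hochberg method over all genes tested. Genotype and age change together between the 2 comparisons. In addition, 43 lists of genes by pathway or cell type were tested with camera at a preset correlation of 0.01 between genes. Camera was run again with an estimated correlation. The lists were fixed before the deposited files were examined but after the paper was read. Those on themes that the paper reports are thus not independent of its results. Positions are those of GRCm38.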

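*Kl*, the gene of α-Klotho, was lower in the hippocampal libraries of Kl ko than of WT-y mice. It lies on chromosome 5 from 150952607 to 150993817. Its level was 16.3 ± 9.23 CPM (SD, n = 4) in Kl ko and 130 ± 83 CPM (SD, n = 4) in WT-y, a log2 fold change of -3.06 (standard error 0.63, adjusted p = 0.00999 from limma). Every Kl ko library lay below every WT-y library (exact two-sided permutation test, p = 0.0286, the smallest p that 4 mice against 4 allow). In Kl het mice *Kl* was at 68.3 ± 41.4 CPM (SD, n = 5), and in WT-o mice at 177 ± 61.8 CPM (SD, n = 4). This difference of -1.59 (standard error 0.60) had an unadjusted p of 0.0166 and an adjusted p of 0.406 from limma, with p = 0.0238 by the exact permutation test, and so did not pass over all genes. The Kl ko libraries held 2.9 to 23.3 CPM of *Kl*, and the values do not tell which part of the gene the reads cover. *Ttr* and other transcripts of choroid plexus epithelium, a tissue next to the hippocampus in which *Kl* is strongly transcribed, differed widely between libraries, with *Ttr* from 220 CPM in Kl het replicate 5 and 245 CPM in Kl ko replicate 1 to 7717 CPM in a WT-o library. The mean of 15 choroid plexus markers on the log2 scale differed by -0.93 between Kl ko and WT-y (exact permutation test, p = 0.343) and by -1.02 between Kl het and WT-o (exact permutation test, p = 0.19). Per 1000 CPM of *Ttr*, *Kl* was at 3.92 to 11.8 CPM in Kl ko and 26.6 to 31.7 in WT-y (log2 difference -2.04, exact permutation test, p = 0.0286). It was at 18.4 to 19.5 in Kl het replicates 1 to 4, at 71.1 in Kl het replicate 5 and at 26 to 40.3 in WT-o (log2 difference -0.39, exact permutation test, p = 0.452). Without Kl het replicate 5, left out after its value was seen, the log2 difference was -0.78 (exact permutation test, p = 0.0286). The 2 groups did not overlap then, so the -0.39 rests on that library. In the choroid plexus libraries of the aged infusion mice, the median of *Kl* per 1000 CPM of *Ttr* was 30.9, near the WT-y values. Choroid plexus tissue in the samples could thus bring much of the *Kl* in WT-y. Hippocampal libraries of the aged infusion mice still held a median of 29.9 CPM of *Kl*, with *Ttr* at a median of 8.75 CPM. Such a level would raise *Kl* per *Ttr* most where *Ttr* is low. Transcription in the hippocampus itself was not separated from choroid plexus tissue. The adjusted p of *Kl* in Kl ko was 0.0757 when limma fitted only these 2 groups, 0.212 by edgeR on the reads recovered from 7 of the libraries, and 0.0104 by edgeR on those of all 17.

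**Figure D1:**
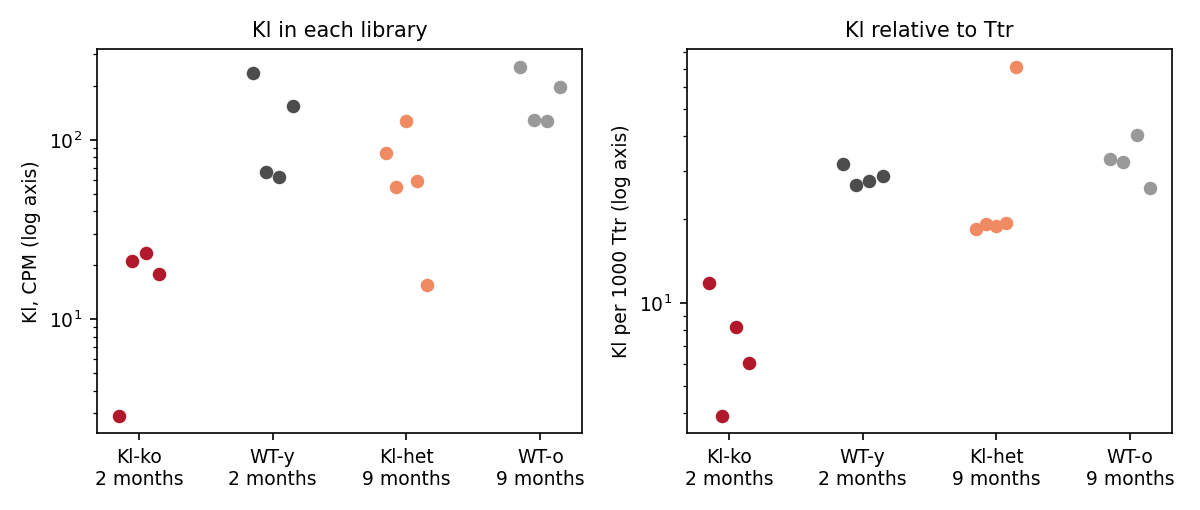
*Kl* in the hippocampal libraries, as CPM (left) and per 1000 CPM of *Ttr* (right), both on log axes, with 1 point per library. Relative to *Ttr*, the 4 Kl ko libraries lie between 3.92 and 11.8 and the 4 WT-y libraries between 26.6 and 31.7.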

Transcriptome analysis was performed via bulk RNA-seq using RNA isolated from dissected hippocampi. Transcriptomic profiling, comparing Klotho-deficient mice to their WT controls, showed a significant number of DEGs at a cutoff of *p* < 0.01 (Figure 5A,B). 

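In Kl ko mice the gene that rose most under the rule for named genes was *Avp*, which encodes vasopressin, at 17.7 CPM against 0.807 CPM in WT-y (n = 4 each; log2 fold change 3.36, standard error 0.89, adjusted p = 0.0253 from limma). *Otof*, a calcium sensor of exocytosis, rose by 1.65, *Agt*, which encodes angiotensinogen, by 1.24, *Cirbp*, a cold-inducible RNA-binding protein, by 1.17, and *Edn1*, which encodes endothelin 1, by 1.06 on the log2 scale (adjusted p = 0.0164, 0.038, 0.0125 and 0.00535). After *Kl* itself, *Rspo2*, an enhancer of Wnt signals, changed by -1.24, the fructose transporter *Slc2a5* by -1.08, the zinc transporter *Slc30a2* by -1.06 and *Chordc1*, a co-chaperone, by -1.01 (adjusted p = 0.00794, 0.0194, 0.00443 and 0.00497). Markers of the hypothalamus, *Avp* among them, and of the striatum were higher in Kl ko by a median of 0.99 and 1.02 over 7 and 10 genes (camera adjusted p = 0.00823 and 0.0305; adjusted p = 0.439 and 0.718 with an estimated correlation), with striatal transcripts high in Kl ko replicates 1 and 4, WT-y replicate 2 and WT-o replicate 2. *Avp*, *Otof* and *Agt* did not pass without these 4 libraries or without WT-y replicate 1, *Avp* also not without Kl ko replicate 1 or WT-y replicates 3 or 4, *Agt* not without Kl ko replicates 1 or 4, and *Slc2a5* not without WT-y replicates 3 or 4. In all, 723 genes were higher and 964 lower in Kl ko than in WT-y at an adjusted p under 0.05, and 1894 and 2432 at an unadjusted p under 0.05. No gene passed in Kl het against WT-o by limma, where 568 were higher and 1122 lower at an unadjusted p under 0.05, or 954 and 635 with size factors from the median ratio (RLE). On the reads recovered from all 17 libraries, edgeR called 0 genes in Kl het, DESeq2 6, *Cntn2* and *Trf* among them, and limma-voom 1, the kidney gene *Kap*. Named genes with a low unadjusted p there by limma included *Cntn2*, an adhesion protein of axons and glia (-0.61, p = 3.08e-05, adjusted p = 0.231) and *Trf*, which encodes transferrin (-0.62, p = 1.17e-04, adjusted p = 0.349); both were also lower in Kl ko (-0.66 and -0.68, adjusted p = 0.00514 and 0.00792). Kidney tubule genes held ranks 1, 3, 8 and 10 by p (*Slc34a1*, *Kap*, *Pck1* and *Egf*), and their list, put together after the values were seen, summed to 2.33 to 3.8 CPM in Kl het replicates 2 to 5 against 14 to 17.8 CPM in the other 13 libraries.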

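Genes that moved in both comparisons were counted at an unadjusted p under 0.05. Of 14964 genes, 349 were higher in both, where 71.9 would be shared by independent lists, and 490 were lower in both, against 182.4. With RLE size factors 554 were higher and 249 lower in both, so the balance of directions depends on the scaling. *Nr2f1*, a transcription factor of neurons and glia that the paper labels in Fig. 5, was among the higher genes (0.39 in Kl ko, 0.34 in Kl het), and so were *Romo1*, a mitochondrial membrane protein (0.53 and 0.47), and *Pink1*, a kinase of mitochondrial quality control (0.57 and 0.21). *Ncoa2*, a nuclear receptor coactivator, was among the lower genes (-0.28 and -0.25). Across genes, which are not independent replicates, the fold changes of the 2 comparisons had a Spearman rho of 0.42. By limma no gene differed between the 2 comparisons at an adjusted p under 0.05, and 814 were higher and 514 lower at an unadjusted p under 0.05, or 714 and 730 with RLE size factors. Without WT-y replicate 2, 65 genes differed, and 2590 did at an unadjusted p under 0.05. On the reads recovered from all 17 libraries, edgeR and limma-voom called 0 and DESeq2 48 for this difference. The 1687 genes called in Kl ko became 464 without WT-y replicate 1, 478 without WT-y replicate 3, 936 without WT-y replicate 4, 851 without Kl ko replicate 1, 846 without Kl ko replicate 3, 3879 without WT-y replicate 2 and 19 when only the 2 groups were fitted. The 1690 genes at an unadjusted p under 0.05 in Kl het became 778 without WT-o replicate 2, and the 839 shared genes became 366 without WT-o replicate 2, 537 without WT-o replicate 1 and 1463 without WT-y replicate 2. On the reads recovered from all 17 libraries, edgeR called 1720 genes in Kl ko, DESeq2 2497 and limma-voom 1786. On those of 7 libraries edgeR called 0 genes in Kl ko and limma on the same 7 also 0, with 2249 and 2232 at an unadjusted p under 0.05, and DESeq2 called 2.85% of the genes tested. Of 62 genes examined one by one and called in Kl ko, 8 passed when only the 2 groups were fitted, *Zfas1*, *Edn1*, *Slc30a2*, *Hsph1*, *Cntn2*, *Trf*, *Pdia6* and *Manf*. In the comparison the authors deposited, from edgeR on all libraries, 779 genes are higher and 931 lower in Kl ko at an FDR under 0.05 and none in Kl het, and 1547 of the 1687 genes are among them with the same direction.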

Gene ontology analysis revealed that terms associated with translation, mitochondrial electron transport, and responses to oxidative stress were upregulated in both comparisons (Figure 5C). 

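Transcripts of cytosolic ribosomal proteins were higher in Kl ko mice: 40 of 78 rose, none fell and 38 did not pass (61 rose when adjusted over the list alone), with a median log2 fold change of 0.57. *Rpl32* rose by 0.70 (standard error 0.14, adjusted p = 0.00792 from limma) and *Rpl7* by 0.44 (adjusted p = 0.00497). Ribosomal proteins have many pseudogenes that can share reads with them. Of 36 nuclear genes of respiratory complex I, 10 rose and none fell (15 when adjusted over the list alone), with *Ndufb9* at 0.48 and *Ndufa7* at 0.46 (adjusted p = 0.007 and 0.0196). Of 36 genes of complexes III, IV and V, 7 rose and none fell (10 over the list alone), among them *Cox4i1* by 0.48 and *Cox6a1* by 0.51 (adjusted p = 0.0125 and 0.0189). Of 13 mitochondrially encoded genes, 8 rose and none fell (12 over the list alone), and of 77 mitochondrial ribosomal proteins 11 rose and 1 fell (12 and 1 over the list alone). Of 41 genes of the response to oxidative stress, 7 rose and 1 fell (9 and 2 over the list alone); the 4 with the smallest p were *Pink1* (adjusted p = 0.0059), the metallothionein *Mt1* (0.52), *Apoe* and the glutathione peroxidase *Gpx4* (0.54). In Kl het no single gene of these lists passed over all genes by limma, and 32 of the 78 ribosomal proteins were higher and none lower at an unadjusted p under 0.05. Adjusted over the list alone, 3 ribosomal proteins and 5 complex I genes passed, all higher, and none of the other lists here; the median was 0.32 for ribosomal proteins, 0.14 for complex I, 0.16 for complexes III to V and 0.19 for mitochondrially encoded genes. For oxidative stress the Kl het median was -0.005, or 0.042 with RLE size factors (camera adjusted p = 0.0754 and 0.0403), and *Gpx3*, the member with the smallest p, was at -0.97 (unadjusted p = 0.00385, adjusted p = 0.406).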

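By camera the ribosomal list had an adjusted p of 1.41e-25 in Kl ko and 4.87e-32 in Kl het, complex I 1.68e-09 and 1.67e-12, and oxidative stress 0.00285 in Kl ko. With an estimated correlation none of the 43 lists passed in either comparison (adjusted p = 0.391 in Kl ko and 0.411 in Kl het for the ribosomal list and for complex I, and 0.391 for oxidative stress in Kl ko). Ribosomal protein transcripts took 0.507 to 0.579% of all CPM in the Kl ko libraries and 0.455 to 0.506% in Kl het. They took 0.325 to 0.332% in WT-y replicates 1, 3 and 4, 0.485% in WT-y replicate 2 and 0.353 to 0.461% in WT-o. Each library's deviation from the mean of all libraries was related to transcript length across genes, with a Spearman rho of -0.32 to -0.12 in Kl ko and -0.19 to -0.05 in Kl het, of 0.24 to 0.33 in WT-y replicates 1, 3 and 4, -0.1 in WT-y replicate 2 and -0.01 to 0.24 in WT-o. Transcript length here is the merged length of all annotated exons of a gene, which can exceed the length of any single transcript. By this measure ribosomal proteins have a median of 1776 bases and nuclear complex I genes of 1644 bases, against 4430 bases over all genes with a length. With the length trend of each library removed, the Kl ko median became 0.46 for ribosomal proteins, 0.07 for complex I (from 0.22), 0.12 for complexes III to V (from 0.23) and 0.385 for mitochondrially encoded genes, and the Kl het median of complex I became 0.09 (from 0.14). The mitochondrial ribosomal proteins and the oxidative stress list no longer passed in Kl ko then (camera adjusted p = 0.121 and 0.0649), and neither did the genes *ND1* and *ND5* of complex I, *Cox6a1*, *Mt1* or *Mrpl41* by limma. Without WT-y replicate 1 or WT-y replicate 3, *Ndufa7*, *Cox6a1*, *Gpx4*, *ND1* and *ND5* did not pass, and none of the genes named here passed when only the 2 groups were fitted.

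**Figure D2:**
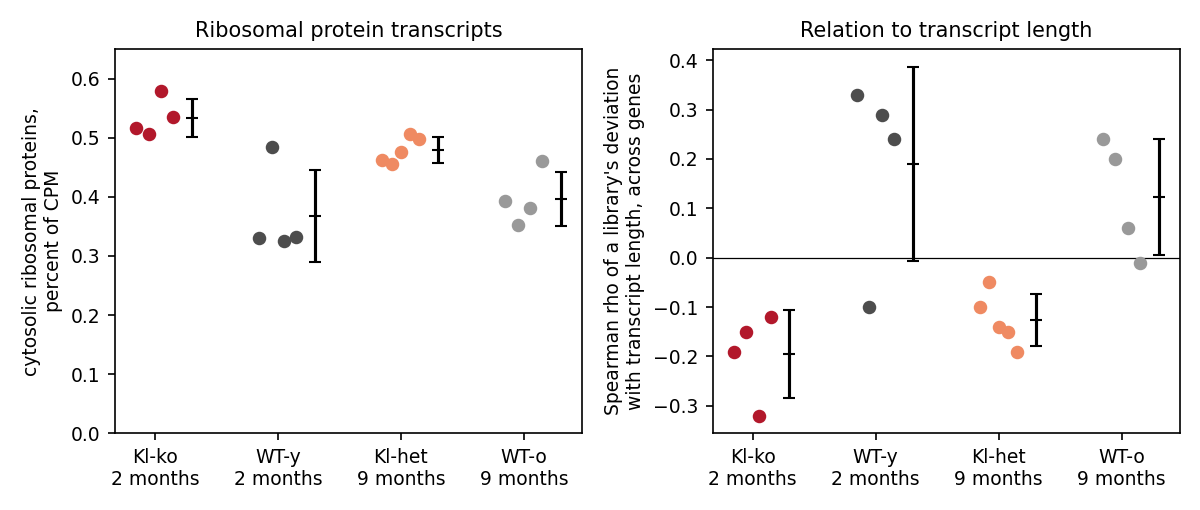
Share of all CPM taken by cytosolic ribosomal proteins, in percent (left), and the Spearman rho across genes of each library's deviation with transcript length (right), with 1 point per library, and the mean with its SD as a bar. WT-y replicate 2 lies at 0.485% and a rho of -0.1, and the other 3 WT-y libraries at 0.325 to 0.332% and 0.24 to 0.33.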

The most significant downregulated categories that were common for Kl^ko^ and Kl^het^ were related to transport, exocytosis, lipid transport, and cilium morphogenesis (Figure 5D). 

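Some genes of secretion, lipid transport and cilia were lower in Kl ko mice, while most did not pass. Of 42 genes of the exocyst and exocytosis, 10 fell and 1 rose (14 and 1 when adjusted over the list alone), with a median log2 fold change of -0.19. *Exoc6b*, a subunit of the exocyst, fell by 0.44 and *Cadps*, which primes dense-core vesicles, by 0.42 (adjusted p = 0.0168 and 0.017 from limma). Of 58 genes of lipid transport, 10 fell and 2 rose (19 and 2 over the list alone), with a median of -0.22. The oxysterol-binding protein *Osbpl6* fell by 0.58 (standard error 0.10, adjusted p = 0.00497), the bridge-like lipid transfer protein *Vps13a* by 0.53 and the phospholipid flippase *Atp8a1* by 0.47 (adjusted p = 0.00792 and 0.011). *Apoe*, another member, rose. Of 57 genes of cilium assembly, 11 fell and none rose (12 over the list alone), with a median of -0.12; among them were the intraflagellar transport genes *Ift172* (-0.47) and *Ift80* (-0.57) and the transition zone gene *Rpgrip1l* (-0.82; adjusted p = 0.00497, 0.00976 and 0.00497). In Kl het none of these genes passed over all genes or over its list alone by limma. At an unadjusted p under 0.05, 7 exocytosis genes were lower and 1 higher, and 13 lipid transport genes were lower and 2 higher. Of the cilium genes, 8 were lower and none higher. The medians were -0.11, -0.15 and -0.13. Over all genes the Kl het median was -0.056, with 1122 lower and 568 higher at this threshold. With RLE size factors it was -0.011, with 635 lower and 954 higher. The camera adjusted p was 0.000348 for exocytosis, 5.79e-05 for lipid transport and 0.00471 for cilium assembly in Kl ko, and 0.0315, 0.000627 and 0.00411 in Kl het. With an estimated correlation the adjusted p was 0.428, 0.391 and 0.635 in Kl ko and 0.632, 0.503 and 0.632 in Kl het. These are long genes, with a median transcript length of 7008 bases for exocytosis, 6893 bases for lipid transport and 5635 bases for cilium assembly. With the length trend of each library removed, the medians of exocytosis, lipid transport and cilium assembly were -0.11, -0.13 and -0.12 in Kl ko (camera adjusted p = 0.0338, 0.0117 and 0.0117) and -0.01, -0.05 and -0.05 in Kl het (0.51, 0.0199 and 0.0114), and *Exoc6b* and *Cadps* no longer passed in Kl ko. Both also did not pass without WT-y replicate 1 or WT-y replicate 3, and none of the genes named here passed when only the 2 groups were fitted. For exocytosis in Kl het, camera also gave an adjusted p of 0.0778 with RLE size factors, 0.0551, 0.111 and 0.086 without Kl het replicates 1, 3 and 4, and 0.215 without WT-o replicate 2. In Kl het it gave an adjusted p of 0.11 for cilium assembly with the choroid plexus marker mean as a covariate.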

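Of the genes of the endoplasmic reticulum, which Fig. 5D also lists, some were lower in Kl ko mice and most did not pass. Of 36 genes of ER stress and protein folding, 17 fell and none rose (22 when adjusted over the list alone), with a median log2 fold change of -0.35. *Pdia6*, a disulfide isomerase, fell by 0.72 (standard error 0.10, adjusted p = 0.00377 from limma), from 153 ± 15.9 to 92.7 ± 3.07 CPM (SD, n = 4 each). The secreted ER stress factor *Manf* fell by 0.74, the chaperone *Calr* by 0.77 and the stress sensor *Atf6* by 0.56 (adjusted p = 0.00497, 0.00514 and 0.00505). Of 38 genes of N-glycosylation, 10 fell and none rose (15 fell and 1 rose over the list alone), with a median of -0.24, and *Uggt1*, which senses misfolded glycoproteins, fell by 0.68 (adjusted p = 0.00443). Of 48 genes of transport from the ER to the Golgi apparatus, 3 fell and 1 rose (7 and 1 over the list alone), with a median of -0.11. In Kl het no member passed over all genes or over its list alone by limma. At an unadjusted p under 0.05, 12, 7 and 11 members of the 3 lists were lower and none higher, and the medians were -0.17, -0.11 and -0.10. Over all genes the Kl het median was -0.056, or -0.011 with RLE size factors. The camera adjusted p was 8.96e-10, 5.79e-05 and 0.00285 in Kl ko and 1.82e-05, 0.00411 and 0.00137 in Kl het, and with an estimated correlation 0.391, 0.439 and 0.635 in Kl ko and 0.503, 0.632 and 0.632 in Kl het. With the length trend of each library removed, the medians of the 3 lists were -0.33, -0.21 and -0.09 in Kl ko and -0.12, -0.04 and -0.04 in Kl het. *Calr*, *Atf6* and *Uggt1* did not pass when only the 2 groups were fitted.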

Of note, many of the differentially regulated genes in the aforementioned categories code for proteins that are critical for the generation of ectosomes and exosomes, and, therefore, may have a significant impact on the generation and transfer of peripheral signals to the CNS.

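Genes of vesicle formation moved both ways in Kl ko mice. Of 36 genes of extracellular vesicle biogenesis, most of them of the ESCRT machinery that buds vesicles into multivesicular bodies, 3 fell, 2 rose and 31 did not pass (5 and 2 when adjusted over the list alone). *Stam2*, a subunit of ESCRT-0, fell by 0.39 (standard error 0.09, adjusted p = 0.0174 from limma) and *Pdcd6ip*, also known as Alix, by 0.28 (adjusted p = 0.0204). *Mvb12a*, a subunit of ESCRT-I, rose by 0.35 (adjusted p = 0.0196). The median of the list was 0.05 in Kl ko and 0.003 in Kl het, with camera adjusted p = 0.574 and 0.493. No member passed in Kl het by limma, where 3 were lower and 1 higher at an unadjusted p under 0.05 and *Pdcd6ip* had the smallest p (-0.22, unadjusted p = 0.00441, adjusted p = 0.406). Among the exocyst subunits that Fig. 5 names, *Exoc4* was at -0.34 in Kl ko (adjusted p = 0.0478), *Exoc3* at -0.31 (adjusted p = 0.0519) and *Exoc1* at -0.23 (adjusted p = 0.0908). In Kl het they were at -0.27, -0.29 and -0.21 (unadjusted p = 0.0164, 0.00658 and 0.0201, and adjusted p = 0.406, 0.406 and 0.411). *Exoc4* lies next to the threshold: it did not pass with RLE size factors, and it lost its call without most single libraries. *Stam2*, *Pdcd6ip* and *Mvb12a* did not pass without WT-y replicate 1 or WT-y replicate 3, and *Pdcd6ip* also not without Kl ko replicate 3 or with the length trend removed. None of the genes named here passed when only the 2 groups were fitted.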

Recent studies have identified a subset of microglia named “disease-associated microglia” (DAM) as accumulating in AD patients and other neurodegenerative diseases at the sites of damage [39]. DAM genes are characterized by an upregulation of genes involved in lysosomal, phagocytic, and lipid metabolism pathways, including genes known as AD risk factors, such as *APOE*, *TREM2* and *TYROBP* [40]. It has been observed that, with the progression of neurodegeneration, DAM genes are upregulated, which coincides with a significant downregulation of the so-called “homeostatic microglial” (referred to as “homeo”) genes, such as *P2ry12*, *P2ry13*, *Cx3cr1*, *CD33*, and *Tmem119* [39]. We searched our data sets for up- and downregulated DAM and homeo genes, with the rationale that *Kl* deficiency might participate in encouraging neurodegeneration as well as the upregulation of DAM genes and a decreased expression of homeo genes. Surprisingly, we found that approximately 30% of DAM genes were significantly upregulated in *Kl*-deficient mice (210 out of a total of 650 DAM genes identified in our data set, Figure 5E). 

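Of the 644 genes that the deposited table marks as DAM genes, 197 (30.6%) were higher and 78 (12.1%) lower in Kl ko than in WT-y at an unadjusted p under 0.05 from limma, the threshold of Fig. 5. Of the 14320 other genes, 11.9% were higher and 16.4% lower. In Kl het 69 DAM genes (10.7%) were higher and 41 (6.4%) lower, against 3.5% and 7.5% of the other genes. Higher in at least 1 of the 2 comparisons were 209 DAM genes (32.5%), and 57 were higher in both. At an adjusted p under 0.05, 88 DAM genes were higher and 32 lower in Kl ko, and 0 in Kl het. Of the DAM genes, 80 encode ribosomal proteins or respiratory chain subunits, such as *Ndufb9*. Without these, 129 of 564 (22.9%) were higher and 78 (13.8%) lower in Kl ko, and 37 (6.6%) were higher and 41 (7.3%) lower in Kl het. The camera p of the DAM list, adjusted over 4 lists, was 0.000366 in Kl ko and 0.0057 in Kl het, and 0.19 and 0.595 with an estimated correlation; without the 80 genes it was 0.0593 and 0.309, and for the whole list with the length trend of each library removed 0.0202 and 0.051. DAM genes have a median transcript length of 3476 bases against 4462 bases for the others, and 170 in place of 209 were higher in at least 1 comparison with the length trend of each library removed. The marks are the authors' own, so the tally is not independent of the study. The paper's rationale is that *Kl* deficiency might take part in neurodegeneration with DAM genes higher and homeostatic genes lower.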

Among those were *Apoe*, *Trem2*, *Tyrobp*, *Axl*, *Cd68*, and *Cd74*, as well as many of MHC class II genes (Figure 5E, also shown on volcano plots on Figure 5A,B). 

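*Apoe*, which encodes the main lipid carrier of the brain, was higher in Kl ko mice, at 3798 ± 273 CPM against 2551 ± 450 CPM in WT-y (SD, n = 4 each; log2 fold change 0.59, standard error 0.13, adjusted p = 0.012 from limma). It lies on chromosome 7 from 19696109 to 19699188. *Axl*, a receptor kinase of phagocytosis, rose by 0.42 (standard error 0.09, adjusted p = 0.0125). The microglial receptor *Trem2* and its adaptor *Tyrobp* had log2 fold changes of 0.34 and 0.50 that did not pass after adjustment (unadjusted p = 0.025 and 0.00619, adjusted p = 0.115 and 0.0528). The lysosomal protein *Cd68* was at 0.23 (unadjusted p = 0.113, adjusted p = 0.283) and the MHC class II chaperone *Cd74* at 0.99 (unadjusted p = 0.0437, adjusted p = 0.16). Of 7 measured MHC class II genes, which present antigen, none passed over all genes in Kl ko and 4 were higher when adjusted over the list alone. *H2-Aa*, *H2-Ab1* and *H2-Eb1* were at 1.05, 0.96 and 0.95 (adjusted p = 0.108, 0.119 and 0.0952), at group means of 2.69, 4.82 and 3.83 CPM in Kl ko. The list's camera adjusted p was 0.0506, or 0.635 with an estimated correlation. In Kl het, *Apoe* was at 0.26, *Trem2* at 0.28 and *Axl* at 0.19 (unadjusted p = 0.0426, 0.0428 and 0.041, and adjusted p = 0.429, 0.429 and 0.427). *Tyrobp*, *Cd68*, *Cd74* and *H2-Aa* had unadjusted p of 0.224, 0.166, 0.974 and 0.763. A shorter list of core DAM genes had 3 of 33 genes higher, *Apoe*, *Axl* and *H2-D1*, and none lower in Kl ko, with 5 higher and 2 lower over the list alone (camera adjusted p = 0.0653). Without WT-y replicate 2, *Trem2*, *Tyrobp* and *H2-Aa* passed, and *H2-D1*, an MHC class I gene, lost its call without most single libraries and with the length trend removed. Neither *Apoe* nor *Axl* passed when only the 2 groups were fitted.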

Notably, variants of these genes (*APOE* and *TREM2*, *PICALM*, *ADAM10*) have been identified by GWAS studies as associated with risk for late-onset AD [40]. 

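*Picalm*, a clathrin adaptor, *Adam10*, the main α-secretase, and *Sort1*, a sorting receptor, were lower in the hippocampus of Kl ko than of WT-y mice. *Adam10* fell by 0.46 (standard error 0.08, adjusted p = 0.0054 from limma), from 74.9 ± 7.71 to 54.3 ± 3.38 CPM (SD, n = 4 each). *Sort1* fell by 0.48 (adjusted p = 0.0168) and *Picalm* by 0.30 (adjusted p = 0.0474). *P4ha1*, a prolyl hydroxylase of collagen, fell by 0.96 (adjusted p = 0.00692). In Kl het, *Picalm* was at -0.20, *Adam10* at -0.15 and *Sort1* at -0.17 (unadjusted p = 0.0329, 0.0645 and 0.121, and adjusted p = 0.425, 0.457 and 0.507). Of the 778 genes that the deposited table marks as homeostatic microglia genes, 152 (19.5%) were lower and 97 (12.5%) higher in Kl ko at an unadjusted p under 0.05, against 16.1% and 12.7% of the 14186 other genes. In Kl het 66 (8.5%) were lower and 15 (1.9%) higher, against 7.4% and 3.9% of the other genes. Lower in at least 1 comparison were 180 (23.1%), against 20.3% of the other genes, and 38 were lower in both. At an adjusted p under 0.05, 72 were lower and 33 higher in Kl ko. The camera p of the list, adjusted over 4 lists, was 0.44 in Kl ko and 0.654 in Kl het. Of the surface receptors by which homeostatic microglia are commonly recognised, those given next did not fall in Kl ko. The paper also names *P2ry13* and *Cd33*, which are not given here. *Cx3cr1* was at 0.23 in Kl ko, *P2ry12* at 0.12, *Siglech* at 0.45 and *Tmem119* at 0.04 (adjusted p = 0.116, 0.397, 0.0691 and 0.89). A list of 26 genes of homeostatic microglia was fixed before the deposited files were examined. In Kl ko it had 2 higher, which encode secreted proteins, and 1 lower, the transporter *Slc2a5* (-1.08, adjusted p = 0.0194). Its median was 0.13 in Kl ko (camera adjusted p = 0.0736) and 0.11 in Kl het (camera adjusted p = 0.00227, or 0.503 with an estimated correlation). The authors' homeostatic genes have a median transcript length of 5375 bases, and 115 in place of 180 were lower in at least 1 comparison with the length trend of each library removed. *Picalm* lies next to the threshold and lost its call without most single libraries, and *Sort1* did not pass without WT-y replicate 1 or WT-y replicate 3. *Slc2a5* did not pass without WT-y replicates 3 or 4. None of the genes named here passed when only the 2 groups were fitted.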

We also found a complementary decrease in 146 homeo genes (out of total 760 identified), such as *Picalm*, *Adam10*, and *Sort1* (Figure 5F). We underscore that the level of upregulation of DAM genes and downregulation of homeo genes differs between those we regularly identify in APP transgenic mice and which are associated with amyloid deposition, suggesting that the neurodegenerative process in *Kl*-deficient mice is different when compared to AD mouse models.

## 3. Discussion

We demonstrate that infusions of YS in aged mice improved their cognitive performance and that this effect was largely dependent on serum EVs. We chose to deplete EVs with the size range of 30–150 nm that are formed via the exocytosis of multivesicular bodies (MVBs), liberating intraluminal vesicles upon fusion with the plasma membrane. This population of EVs provides a snapshot of the parent cells that release them, and upon uptake by the recipient cell, they can modify cellular functions based on EV—associated cargo. These features highlight their importance in cell-to-cell communication. While the methodology of the study does not allow for vesicular tracking, internalization, or the evaluation of responses given by specific cell types, the recorded changes in behavioral phenotypes support the assumption that the underlining reasons for improved cognitive performance were changes in gene expression in neuronal and other cell populations in the hippocampus. The discovery of and research into plasma-soluble factors affecting cognitive performance began more than 40 years ago, when β-endorphin was shown to increase in the circulation with exercise of sufficient intensity and duration [41]. During the last 20 years, multiple studies have demonstrated that the infusion of β-endorphin, other soluble “exercise factors”, as well as small volumes of plasma or serum, sends signals to the brain, increases hippocampal neurogenesis in young mice, rescues age-related neurogenesis and improves cognition in old mice (reviewed in De Miguel et al. [10]). Here, we report cognitive improvement in old mice following 25 days’ treatment using intravenous injections of serum extracted from young animals. Importantly, the improvement in cognitive performance evaluated by two behavioral tests was abolished if the young serum was depleted of EVs. We used RNA-seq and provided lists of genes differentially affected in the hippocampus and choroid plexus of injected old animals in order to test the hypothesis that the presence of EVs within young serum facilitates transcriptional changes, resulting in a rejuvenative aging effect. Prior studies have shown that heterochronic infusion of young CSF into the lateral ventricles of aged mice results in the enhanced proliferation and differentiation of precursor cells in the hippocampus, as well as cognitive improvement [42]. That the choroid plexus plays a key role in transmitting extrinsic signals to brain areas responsible for changes in cognitive performance is one important interpretation of those results. While our study was not designed to reveal the role of specific genes in the choroid plexus or hippocampus on cognitive performance, the results clearly demonstrate that the majority of DEG are in the choroid plexus and that the improvement seen in cognitive performance was significant.

The results of our study demonstrate the differences between the lipidomic profiles of young and aged serum EVs. The differences in the lipid composition of EVs and releasing cells, as well as the enrichment in specific lipid classes and species during the process of EV biogenesis and their release from cells, have been known since EVs were established as biologically and clinically important subcellular structures. Cell-type-specific differences in lipid profiles of EVs also exist [18]. Importantly, EVs isolated in vitro, in vivo or from tissue also differ in their lipid content [15]. While there no common rule or biological process has been identified as responsible for the differences, most of the studies show that EVs are enriched in ceramide, which is associated with EV biogenesis and release; sphingomyelin, which is the source of ceramide; phosphatidylserine; and other glycosphingolipids [43,44]. While differences in lipidomic profiles of EVs isolated from serum or plasma, or in response to certain exposure of healthy individuals or patients have been reported, interpretations of the differences are difficult and speculative [45,46,47]. Differences in lipidomic profiles of EVs isolated from young and aged mice have not been reported so far in the context of a rejuvenating study. In our previous study, we used Raman spectroscopy analysis [6] to detect differences in the lipid content of EVs isolated from young and aged serum and showed an increased lipid content in aged EVs. While it is intrinsically difficult to compare the level of enrichment of EV lipid species isolated from different biofluids and tissues in different studies and different laboratories [15], here, we report differences calculated using MS spectra obtained from EV lipids isolated and processed via the exact same techniques. Therefore, in the absence of lipids indicating contamination from mitochondria, together with the increased levels of lipid species in 7 out of 9 analyzed lipid classes, including ceramide and SM, this study most probably presents a realistic picture of existing difference. However, as noted in the results, we detected a relatively high TAG content. This suggests some contamination with serum lipoproteins in these samples, which is difficult to avoid considering the current methods for EV isolation, and represent one of the limitations of this study. While the widespread opinion is that the lipid composition of EVs is cell-type-dependent, since we isolated serum EVs, our study does not allow for the association of EVs with a certain cell type. At this time, we also cannot speculate as to whether the presence of lipids in the outer leaflet of EV membranes facilitate their internalization in the choroid plexus and endothelial cells of brain microvasculature and their transcytosis. However, based on this research and our previous study, we hypothesize that the cargo of young EVs delivered through BCsfB and BBB to hippocampus causes changes in the cognitive performance of older mice. Further studies are necessary to fully characterize EVs isolated from young mice and profiling of RNAs, including non-coding RNAs and cargo proteins.

During the last 10 years or so, age prediction models, frequently called “aging clocks”, have gained significant popularity [17,34]. In general, the goal of those studies is to build models that can serve as integrative aging biomarkers. While previous molecular aging clocks have largely relied on datasets built using bulk tissue/RNA input or purified cell populations [48,49,50], the most recent study, performed using single-cell sequencing technologies, provided cell-type-specific transcriptomic aging clocks [17]. These new molecular aging clocks allow for the analysis of interventions that aim to counter aging and age-related diseases. The results of the study conducted in Brunet’s lab [17] are high-resolution aging clocks derived from single-cell transcriptomic data. These provide an opportunity to test for and quantify transcriptomic rejuvenation. Most importantly, the cell-type-specific aging clocks derived from mouse SVZ neurogenic regions used in their study generalized to the same cell types in other regions of the brain, and even to other cell types and tissues. While Buckley et al. [17] tested whether the single-cell aging clocks capture known “rejuvenating” interventions—e.g., parabiosis and exercise—our approach tested whether a different rejuvenating intervention—namely, repeated infusions of small volumes of YS in aged mice—fits the model and allows for the identification of genes that are reversed via intervention. We identified 52 genes in the choroid plexus with reversed expression (upregulated in YS versus YDS) and 3 in the hippocampus, which we attribute to the EVs circulating in YS. The vast majority of those genes are associated with inflammation and anti-inflammatory responses in the brain or in general, as well as membrane permeability, cell adhesion and intercellular communications [51,52,53,54]. A prediction about how a transcriptional rejuvenation, which is revealed after roughly a month of treatment with YS, would change behavioral or other phenotypes would have been highly speculative at this time. However, the research into aging clocks published by Buckley et al. [17] and the results presented here support the idea of designing follow-up studies. These could uncover the long-term effects of rejuvenated transcriptomes in not only old rodents, but also in rodent models that correspond to middle-aged individuals in conditions of disease or under extrinsic stressful influences and which require strong anti-inflammatory responses. We believe that an enhanced mechanistic understanding of the potential of circulating EVs to modulate age-related decline in the brain may help to pave the way towards the development of EV-based therapeutic approaches. Understanding the EV-associated cargo that facilitates these beneficial effects will allow for the administration of engineered EVs that are non-immunogenic, biodegradable, biocompatible, and capable of crossing brain barriers. Furthermore, with the development of EV-based therapeutics, the time course of treatment and any associated temporal transcriptional changes will need to be considered.

There are several limitations to our study and conclusions have been made based on behavioral and molecular phenotypes caused by infusions of YS depleted of EVs. Since EVs are transport vehicles loaded with proteins, as well as different types and classes of RNAs and lipids, the question of what exactly we did/did not e deliver to the bloodstream and then the brain of old mice by injecting YS or YDS—young serum depleted of EVs—remain largely unanswered. While the advances in EVs research provide methodological and technical advice on how to characterize serum/plasma EVs, the same unchanged and active serum humoral factors in YS and YDS obviously exist, and their identification requires the use of different approaches. We cannot also exclude the small possibility that the Exoquick depletion protocol is reducing the presence of plasma protein and HDL in the YDS treatment. However, this protocol was chosen due to previous studies conducted with this method showing the recovery of the highest number of particles, with the most consistent distribution of particle size [55]. Lastly, only male mice were examined in the current study. Thus far, few studies have explored sex differences in EVs and their associated cargo. In a cohort of healthy individuals, no differences were observed in the plasma EV protein profiles [56] or total amounts of small RNA and miRNAs [57] associated with sex. So, more research is needed to determine whether there are differences in EVs and their associated cargo in healthy individuals associated with sex, and particularly with healthy aging. The answers to those questions will have fundamental biological implications and, hopefully, therapeutic ones in aging and neurodegeneration research.

## 4. Materials and Methods

### 4.1. Animals

All animal studies were approved by the University of Pittsburgh Institutional Animal Care and Use Committee, which adheres to the guidelines outlined in the Guide for the Care and Use of Laboratory Animals from the United States Department of Health and Human Services. For all experiments, animals were ear-tagged, samples were number-coded, and investigators performing endpoint analyses were blinded to treatment groups. Aged male wildtype (WT, C57BL/6) mice were obtained from the NIA (21–24 months of age) and used for serum treatment studies and the isolation of EVs. Young male WT (C57/BL6) mice used for serum treatment experiments and EV isolation were obtained from Jackson Laboratories. The original Klotho breeders were obtained from MMRCC and UC Davis. The mouse colony was maintained in-house. Klotho knockout (Kl^ko^, 2 months of age), Klotho heterozygous (Kl^het^, 9 months of age) and age-matched WT controls were used for bulk hippocampal RNA-seq. All experimental mice were kept on a 12 h light–dark cycle with ad libitum access to food and water.

### 4.2. Serum Treatments

Mice were anesthetized using isoflurane and blood was collected via cardiac puncture of the right ventricle with 25-gauge 5/8-inch 1 mL needle. Blood was incubated at room temperature for 60 min and centrifuged for 20 min at 16,000× *g*. The serum was aliquoted into 1.5 mL centrifuge tubes and stored at −20 °C. Any sample displaying hemolysis (as evidenced by significant pink/red coloration) was excluded from the experiments. For the young depleted serum treatment, bulk EVs were removed from young serum using ExoQuick (EXOQ5A). Briefly, 63 µL of Exoquick solution was added to 250 µL serum and incubated on ice for 30 min. Samples were centrifuged at 1500× *g* for 30 min at 4 °C, with the EVs pelleted at the bottom of the tube and the supernatant containing the EV-depleted serum used for treatment. The EV pellet was further analyzed using nanoparticle tracking, bulk phospholipid and protein content and MDMS-SL for the purpose of lipid profiling.

Aged WT male mice were randomly assigned to one of the three treatment groups that received tail-vein injections of 100 µL of young serum, 100 µL of young serum depleted of EVs, or sham injections. Animals were injected every three days over a 25-day period during the evening, prior to the start of behavioral testing. Animals received a total of 10 injections, with the 9th and 10th injections administered during behavioral testing. This treatment regimen was chosen based on previous publications showing the ability of young serum and serum from exercised mice to beneficially impact cognitive functions in aged animals [10,11,12]. We tested four serum samples for platelet contamination using a hemoanalyzer 264 (Hemvet 950FS) and observed minimal to no presence of platelets in the samples (average of 5 K/µL serum).

### 4.3. Extracellular Vesicle Characterization

For Western blotting, equal amounts of whole young serum, young serum depleted of EVs and isolated EVs using the Exoquick as described above were resolved on 4–12% Bis-Tris gels (Invitrogen, Carlsbad, CA, USA) and transferred onto nitrocellulose membranes (ThermoFisher, Waltham, MA, USA, iBlot2 Gel system). These membranes were probed with anti-CD63 and anti-CD81 (System Biosciences, Palo Alto, CA, USA, 1:500 dilution, secondary antibody—goat anti-rabbit HRP, 1:10,000). Immunoreactive signals were visualized using enhanced chemiluminescence with the Amersham Imager 600 (GE Lifescience, Chicago, IL, USA).

Nanoparticle tracking analysis (NTA) was performed using an NS300 NanoSight device 287 (Malvern Panalytical, Malvern, UK). Ten microliters from each EV sample were diluted 1:100 in particle-free water and run through the flow-cell. Three 60 s videos were recorded for each sample, with the camera level set to 9 and manual advance notification. These videos were batch-analyzed with the software (NTA 3.3) with the detection threshold set to 7 for analysis of EV size and particle concentration. The flow-cell was washed with 10 mL of particle-free water between each sample.

### 4.4. Multi-Dimensional Mass Spectrometry Shotgun Lipidomics (MDMS-SL)

The MDMS-SL assay [26,58,59] was performed to determine differences in lipid composition of EVs isolated from young and old WT mice using the ExoQuick protocol described above. Quantitative analysis was performed on a triple-quadruple mass spectrometer (Thermo Fisher Scientific, Waltham, MA, USA) equipped with an automated nanospray apparatus NanoMate and Xcalibur system. Internal standards for quantification of individual molecular species of the major lipid classes were added to each sample prior to extraction. Lipid extraction was performed via the utilization of the methyl-tert-butyl ether (MTBE) method with resuspension in a chloroform/methanol (1:1 *v*/*v*) solution with nitrogen flush. The identification and quantification of all reported lipid molecular species scans from the mass spectrometer was automatically performed with a customized sequence subroutine operated under Xcalibur software (v4.3, ThermoFisher) [58,59]. The resulting MDMS-SL data were normalized to total protein content, which was assessed according to the Pierce BCA Protein Assay Kit (ThermoFisher). Abbreviations used for the classes assessed include: FA: fatty acyl chains in TAG, TAG: triacylglycerol; PC: phosphatidylcholine; PE: phosphatidylethanolamine; CAR: carnitine and acetyl carnitine; SM: sphingomyelin; CE: ceramide.

### 4.5. Behavioral Testing

For three successive days prior to behavioral testing, mice were placed in individual containers and handled for 3 min in the behavioral testing room by the same examiner before being returned to their housing cages. Novel object recognition (NOR) was performed as previously described [26,60]. On Day 1, the habituation phase, each animal was allowed to freely explore an open arena (40 cm × 40 cm × 30 cm tall white plastic box) for two 5 min trials with a 5 min inter-trial interval. On Day 2, the familiarization phase, each animal was returned to the same open arena with two identical objects (multicolored tower of LEGO^®^ bricks 8 cm × 3.2 cm) located in opposite diagonal corners of the arena for the same two trials. On Day 3, following a 24 h retention period, the animal was returned to the open arena and allowed to explore for one 10 min interval with two objects in the same positions as the previous day, but with one object replaced with a novel object (metal bolt and nut of similar size). Mice were placed into the middle of the arena facing the posterior wall to prevent any object preference. The arena and objects were cleaned with 70% ethanol and distilled water between different animals. The activity was recorded and scored with ANY-maze software version 6.3 (Stoelting Co., Wood Dale, IL, USA). The total distance traveled by each mouse was recorded during the habituation phase to assess locomotor activity. Exploration was defined by the software as the mouse sniffing, climbing on, or interacting with an object while facing it within 3 cm. The percentage exploration was determined by dividing the time exploring the novel object by the total time exploring both objects. This calculated value provides an indicator of recognition memory, with less time spent exploring the novel object signifying memory deficits.

Contextual and Cued Fear Conditioning (CCFC) was performed as previously described [26,60]. On Day 1, training phase, mice were placed in a conditioning chamber (Stoelting Co.) for 5.5 min. The first 2 min were silent, allowing for acclimation to the chamber; they were followed by a 30 s tone (2800 Hz; Intensity 85 dB, conditioned stimulus (CS)) that ended in a 2 s foot shock (0.7 mA, unconditioned stimulus (US)) through the bars on the floor. This testing was repeated and ended with 30 s of re-acclimation. On Day 2, the contextual phase, mice were placed in the same conditioning chamber for 5 min with no tone or shock administered in order to measure contextual fear conditioning. On Day 3, the gray walls of the chamber were replaced with black and white striped walls to introduce a novel environment for assessing cued fear conditioning. After the first 2 min of silence, the tone was administered for 3 min, and freezing was determined to assess cued fear conditioning. Freezing time was defined as the absence of movement, except for respiration, and was calculated as percentage freezing of the total time in the chamber during each phase of testing with ANY-maze software (Stoelting Co.).

### 4.6. Animal Tissue Processing

Mice were anesthetized via intraperitoneal injection using Avertin (250 mg/kg of body weight). Blood was collected from the right ventricle, followed by trans-cardiac perfusion through the left ventricle with 20 mL of cold 0.1 M phosphate-buffered saline (PBS), pH 7.4. The brain was removed and divided into hemispheres. One hemisphere was dissected into the hippocampus and choroid plexus and flash-frozen on dry ice for bulk RNA-seq.

### 4.7. Bulk mRNA-seq Data

RNA was isolated from the hippocampus and choroid plexus using the RNeasy mini kit (Qiagen, Germany) and RNA quality was assessed using the 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Samples (RIN > 8) were used for library generation and sequenced on Illumina NovaSeq PE 150 (library generation and sequencing were performed at (Novogene Co. Inc., Singapore). The analysis was performed as in our previous publications [26,60,61,62]. Following initial processing and quality control, sequencing data were aligned to the mouse genome mm10 using Subread (v1.5.3; https://sourceforge.net/projects/subread/files/subread-1.5.3/ (accessed on 25 February 2023)), with an average read depth of 50 million successfully aligned reads. Statistical analysis was carried out using Rsubread (v1.34.2; https://bioconductor.org/packages/release/bioc/html/Rsubread.html (accessed on 25 February 2023)), DEseq2 (1.24.0; https://bioconductor.org/packages/release/bioc/html/DESeq2.html (accessed on 25 February 2023)), and edgeR (v3.26.5; https://bioconductor.org/packages/release/bioc/html/edgeR.html (accessed on 25 February 2023)), in R environment (v3.6.0; https://www.r-project.org/ (accessed on 25 February 2023)). Specifically, library sizes were normalized with the “calcNormFactors” function in edgeR, and the differential expression between two groups were performed using the functions “glmQLFit” and “glmQLFTest”. Functional annotation clustering was performed using the Database for Annotation, Visualization and Integrated Discovery (DAVID; https://david.ncifcrf.gov (accessed on 25 February 2023)). Hypergeometric distribution testing for commonly expressed genes between comparisons was performed using phyper in an R environment.

### 4.8. Statistical Analysis

Sample sizes (n) for number of samples per treatment group is indicated in the figure legends. No outliers were removed from the analysis. All results are reported as means ± SEM. Behavioral data were analyzed via one-way ANOVA followed by Tukey’s multiple comparison test. Characterizations of EVs, including the MDMS-SL, were analyzed via two-tailed unpaired *t* test. All statistical analyses were performed in GraphPad Prism (v 9.4.1), or R (v 3.6.0) and significance was determined as *p* < 0.05.

## Figures and Tables

**Figure 1:**
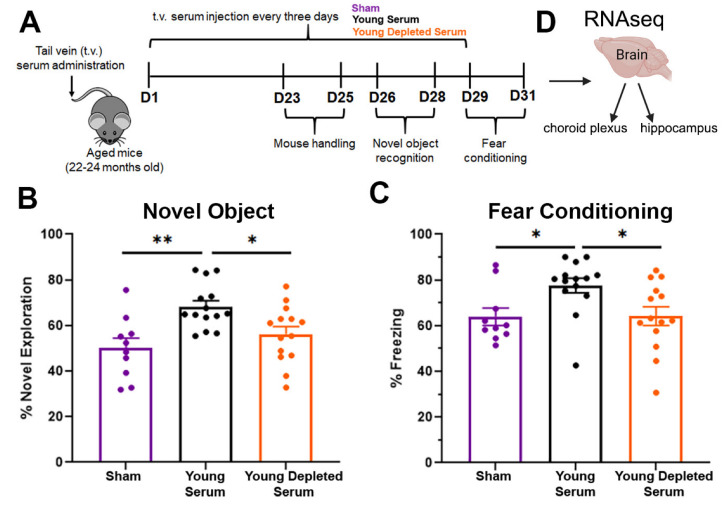
**Beneficial effect of young serum on cognitive performance of aged mice is dependent on circulating extracellular vesicles (EVs).** Experimental paradigm schematic (**A**) for assessing changes in cognitive function of aged mice (22–24-months-old) after treatment with either: sham (saline), young serum or young serum depleted of EVs. Bar plots depicting the performance during novel object recognition (**B**) and contextual cued fear conditioning (**C**) of mice from the three treatment groups. Analysis using one-way ANOVA, followed by Tukey’s multiple comparison test. Bars represent mean ± SEM. n = 10 for sham; n = 14 for Young Serum and Young Depleted Serum with equal sex distribution. * *p* < 0.05, ** *p* < 0.01. (**D**) After behavior the mice were perfused and brain removed. Choroid plexus and hippocampus were dissected and used for RNA-seq.

**Figure 2:**
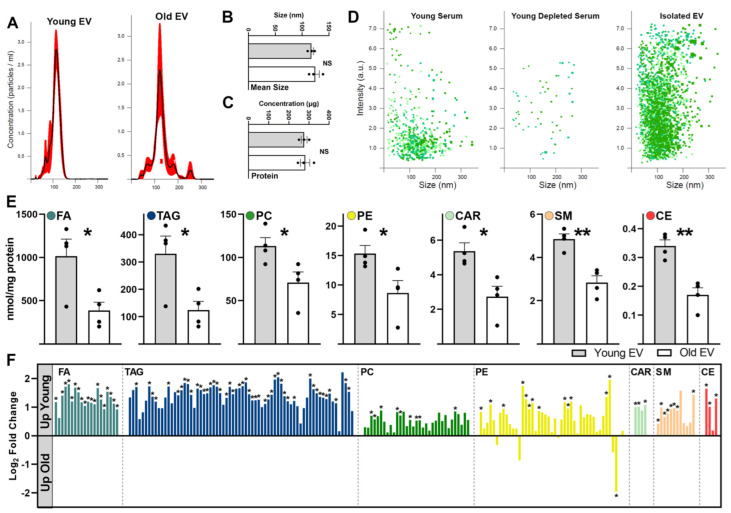
**Comprehensive analysis of mouse serum EVs identifies age—associated changes in lipid profiles.** Representative histograms (**A**) depicting particle size distribution determined by NanoSight-based nanoparticle tracking analysis of young and aged mouse serum EVs. Black lines represent the mean with red denoting 95% confidence intervals. Bar plots summarizing mean size (**B**) or concentration (**C**) of isolated serum EVs. Scatter plots (**D**) depicting particle size distribution determined by NanoSight of young serum, young serum depleted of EVs and isolated EVs utilizing ExoQuick protocol. Bar plots (**E**) depicting major lipid class composition of isolated serum EVs from young and old mice, as determined using MDMS-SL. Bar charts (**F**) summarizing fold change between young and old serum EVs for all major lipids species from significantly changed lipid classes. FA: fatty acyl chains in sample; TAG: triacylglycerol; PC: phosphatidylcholine; PE: phosphatidylethanolamine; CAR: carnitine and acetyl carnitine; SM: sphingomyelin; CE: ceramide. NS, not significant. Analysis using two-tailed unpaired *t* test. Bars represent mean ± SEM. n = 4 for both young and old serum EVs with equal sex distribution. * *p* < 0.05, ** *p* < 0.01.

**Figure 3:**
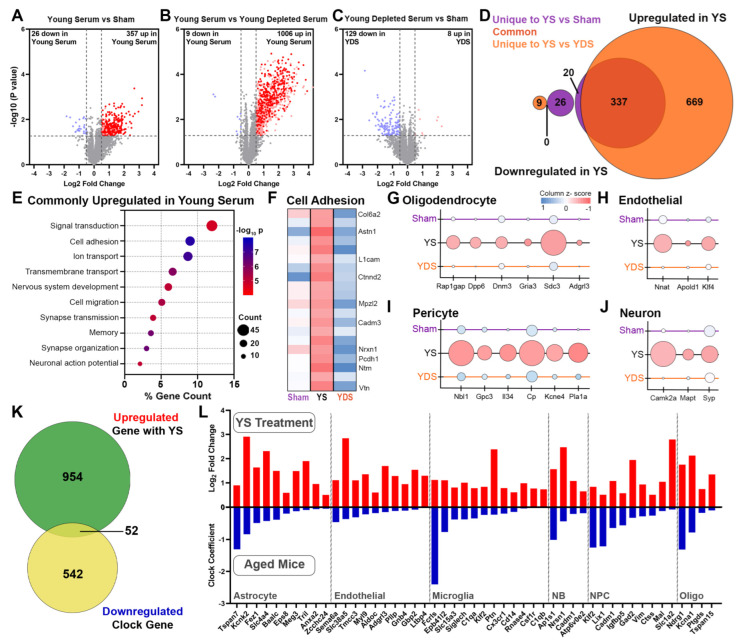
**Specific effect of young serum treatment on gene expression of aged choroid plexus.** Gene expression profiling was performed using RNA-seq on samples of dissected choroid plexus from the same 22–24-month old mice that underwent behavioral testing (Figure 1) and edgeR was utilized to identify differentially expressed genes between treatment groups. Volcano plots represent differentially expressed genes between Young Serum vs. Sham (**A**), Young Serum vs. Young Depleted Serum (**B**), and Young Depleted Serum vs. Sham (**C**). Shown are genes at *p* < 0.05 and Log2 FC > 0.5 cutoffs, with dark red dots denoting commonly upregulated genes in Young Serum when compared to either Sham or Young Depleted Serum. Venn diagram (**D**) represents both significantly up- and downregulated genes in Young Serum vs. Sham and Young Serum (YS) vs. Young Depleted Serum (YDS) comparisons with 337 genes that were commonly upregulated in association with YS, which is greater than predicted by chance as determined using hypergeometric distribution testing (*p* < 0.05). Bubble plots (**E**) depicting GO terms associated with the 338 commonly upregulated genes in YS. *X* axis indicates % gene count, circle size is positively correlated with gene number, and circle color denotes statistical significance. Heat map (**F**) showing the expression level of the top 20 genes that compose the Cell Adhesion GO term. Bubble plots of genes commonly upregulated in YS group specific to oligodendrocytes (**G**), barrier-associated cells (**H**), pericytes (**I**) and neurons (**J**). Size of the circle is positively associated with gene expression and color indicates Z-score. Venn diagram (**K**) showing comparison of significantly upregulated genes associated with YS in the choroid plexus (1006 genes, Figure 2B) compared to published chronological clock genes (594 genes) downregulated with aging, with 52 common genes (hypergeometric distribution testing, *p* < 0.05). Bar plots (**L**) depicting the 52 genes that showed upregulation following young serum treatment and downregulating with aging, organized by cell type (NB: neuroblast; NPC: neural progenitor cells; Oligo: oligodendrocytes). n = 8 for sham; n = 12 for young serum; and n = 14 for young depleted serum with equal sex distribution.

**Figure 4:**
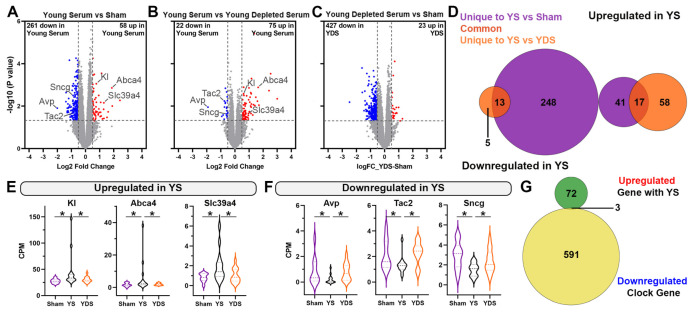
**Unique gene expression changes in the aged hippocampus of young serum—treated mice.** Gene expression profiling was performed using RNA-seq on samples of dissected hippocampus from the same 22–24-month-old mice in Figure 1 and Figure 3 and edgeR utilized to identify differentially expressed genes between groups. Volcano plots represent differentially expressed hippocampal genes between Young Serum vs. Sham (**A**), Young Serum vs. Young Depleted Serum (**B**), and Young Depleted Serum vs. Sham (**C**). Shown are genes at *p* < 0.05 and Log2 FC > 0.5 cutoff. Venn diagram (**D**) was generated from both significantly up- and downregulated genes in the Young Serum vs. Sham and Young Serum (YS) vs. Young Depleted Serum (YDS) comparisons. Violin plots showing the expression level of significantly upregulated (**E**) and downregulated (**F**) DEGs in the hippocampus of Young Serum-treated mice. Venn diagram (**G**) showing the comparison of significantly upregulated genes associated with young serum treatment in the hippocampus compared to published chronological clock genes (594 genes in total) downregulated with aging. n = 8 for sham; n = 12 for Young Serum and n = 14 for Young Depleted Serum with equal sex distribution. * *p* < 0.05.

**Figure 5:**
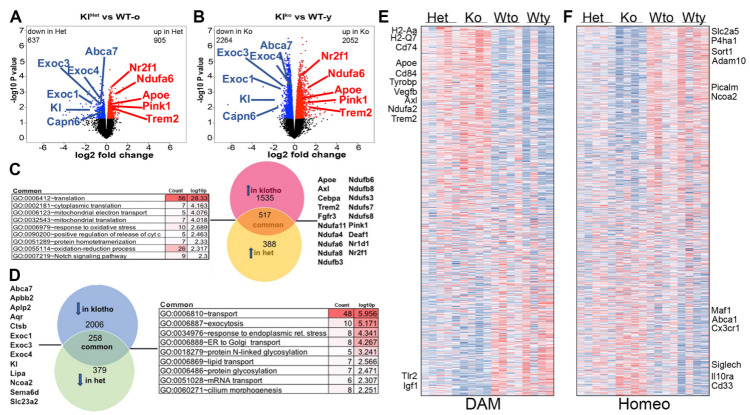
**Effect of Klotho deficiency on gene expression in the hippocampus.** RNA–seq was performed on samples of dissected hippocampus from 2-month-old Kl^ko^, 9-month-old Kl^het^ and age-matched wild-type controls with both young (WT-y) or old (WT-o) serum extracts, and the results were analyzed using edgeR. Volcano plots represent the differentially expressed genes, which are colored in blue (downregulated) and red (upregulated) at *p* < 0.05 for comparisons between Kl^het^ vs. WT-o (**A**); 637 genes downregulated and 905 upregulated and Kl^ko^ vs. WT-y (**B**); 2264 genes downregulated and 2052 upregulated. Venn diagram with expanded GO terms generated from the common genes that significantly upregulated (**C**) or downregulated (**D**) in both comparisons. Heatmap of differentially expressed DAM, with 30% significantly upregulated in Kl-deficient mice (210/650 DAM genes) (**E**). Heatmap of differentially expressed homeostatic microglia genes with 146 downregulated (760 total) in Kl-deficient mice from the hippocampus of the 4 experimental groups (**F**). n = 4–5/group.

## Data Availability

The data that support the findings of this study are openly available in NCBI Gene Expression Omnibus (GEO) database at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE234667 (accessed on 12 June 2023), reference number GSE234667.

## Supplementary Materials

The supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms241612550/s1.

# Supplementary material for: Extracellular Vesicles in Young Serum Contribute to the Restoration of Age-Related Brain Transcriptomes and Cognition in Old Mice
**Source:** Int J Mol Sci. 2023 Aug 8;24(16):12550. doi: 10.3390/ijms241612550
**Supplement:** Supplementary file 1

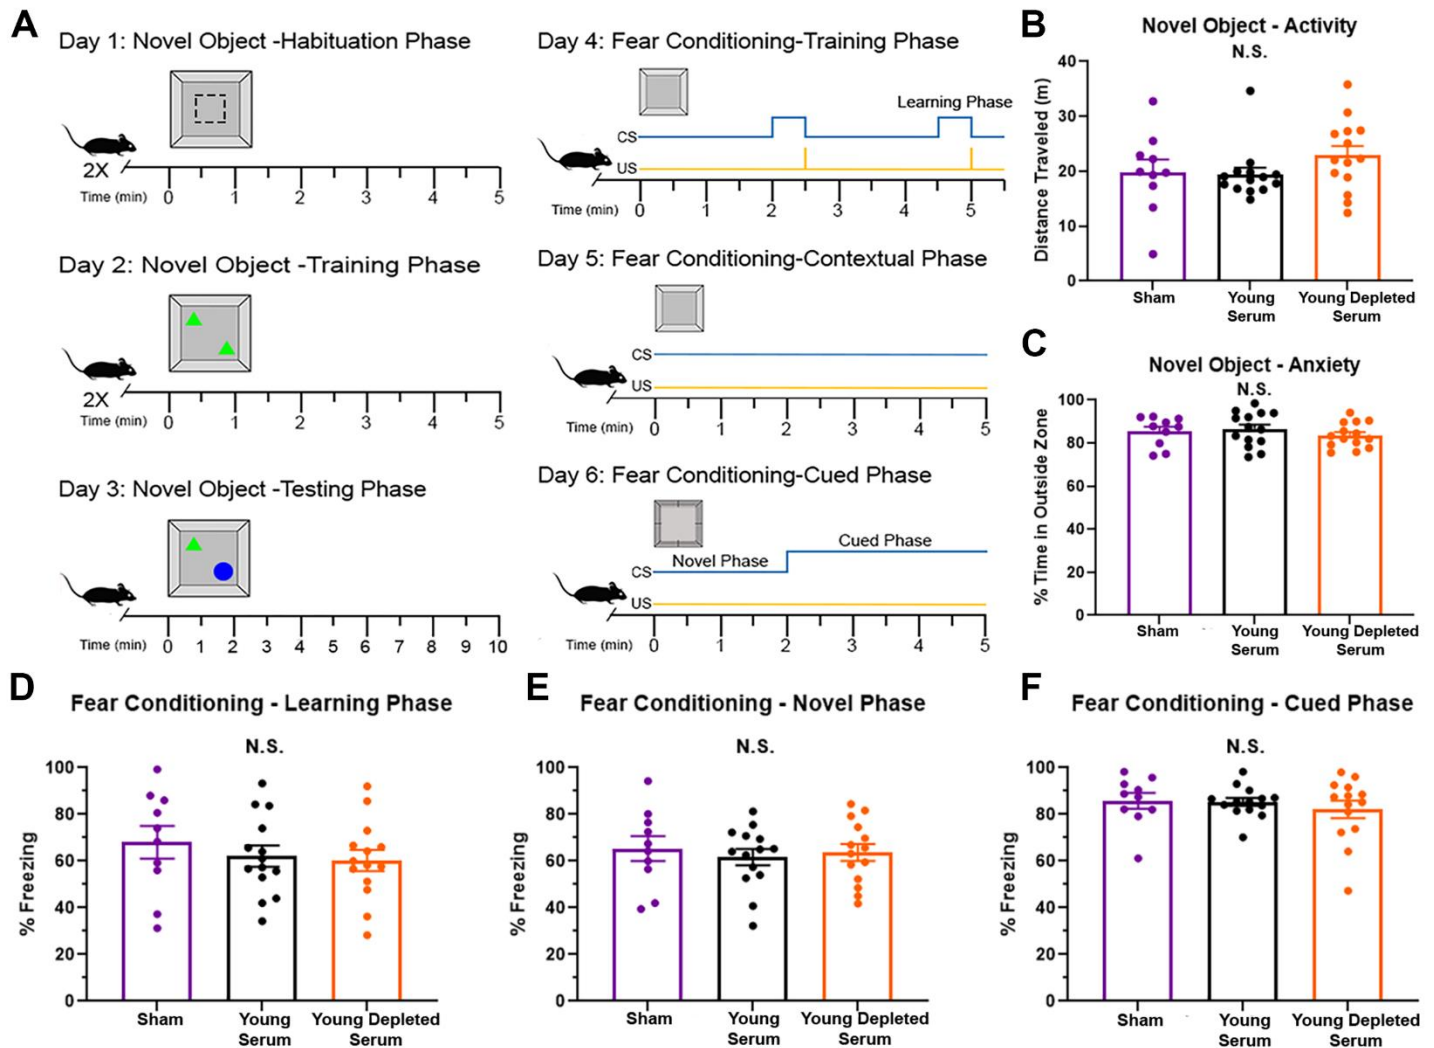

Figure S1. No significant effect on locomotor activity, anxiety like behavior, or learning as a result of young serum treatment. Behavioral testing schematic (A) depicting the different phases of novel object recognition and contextual cued fear condition over 6 days of training. There was no significant difference in the distance traveled (B) or percent time spent in the outside zone (C) during the open field habituation phase of novel objection recognition; indicating no change in locomotor activity or anxiety like behavior respectively. There was no significant difference in percent freezing during the learning (D), novel (E) or cued phase (F) for all experimental groups assessed during fear conditioning. These results indicate the observed changes in Figure 1 are due to cognitive function. Analysis by one-way ANOVA followed by Tukeys multiple comparison test. n=10 for sham; n=14 for young serum and young depleted serum with equal sex distribution. NS= no significance.

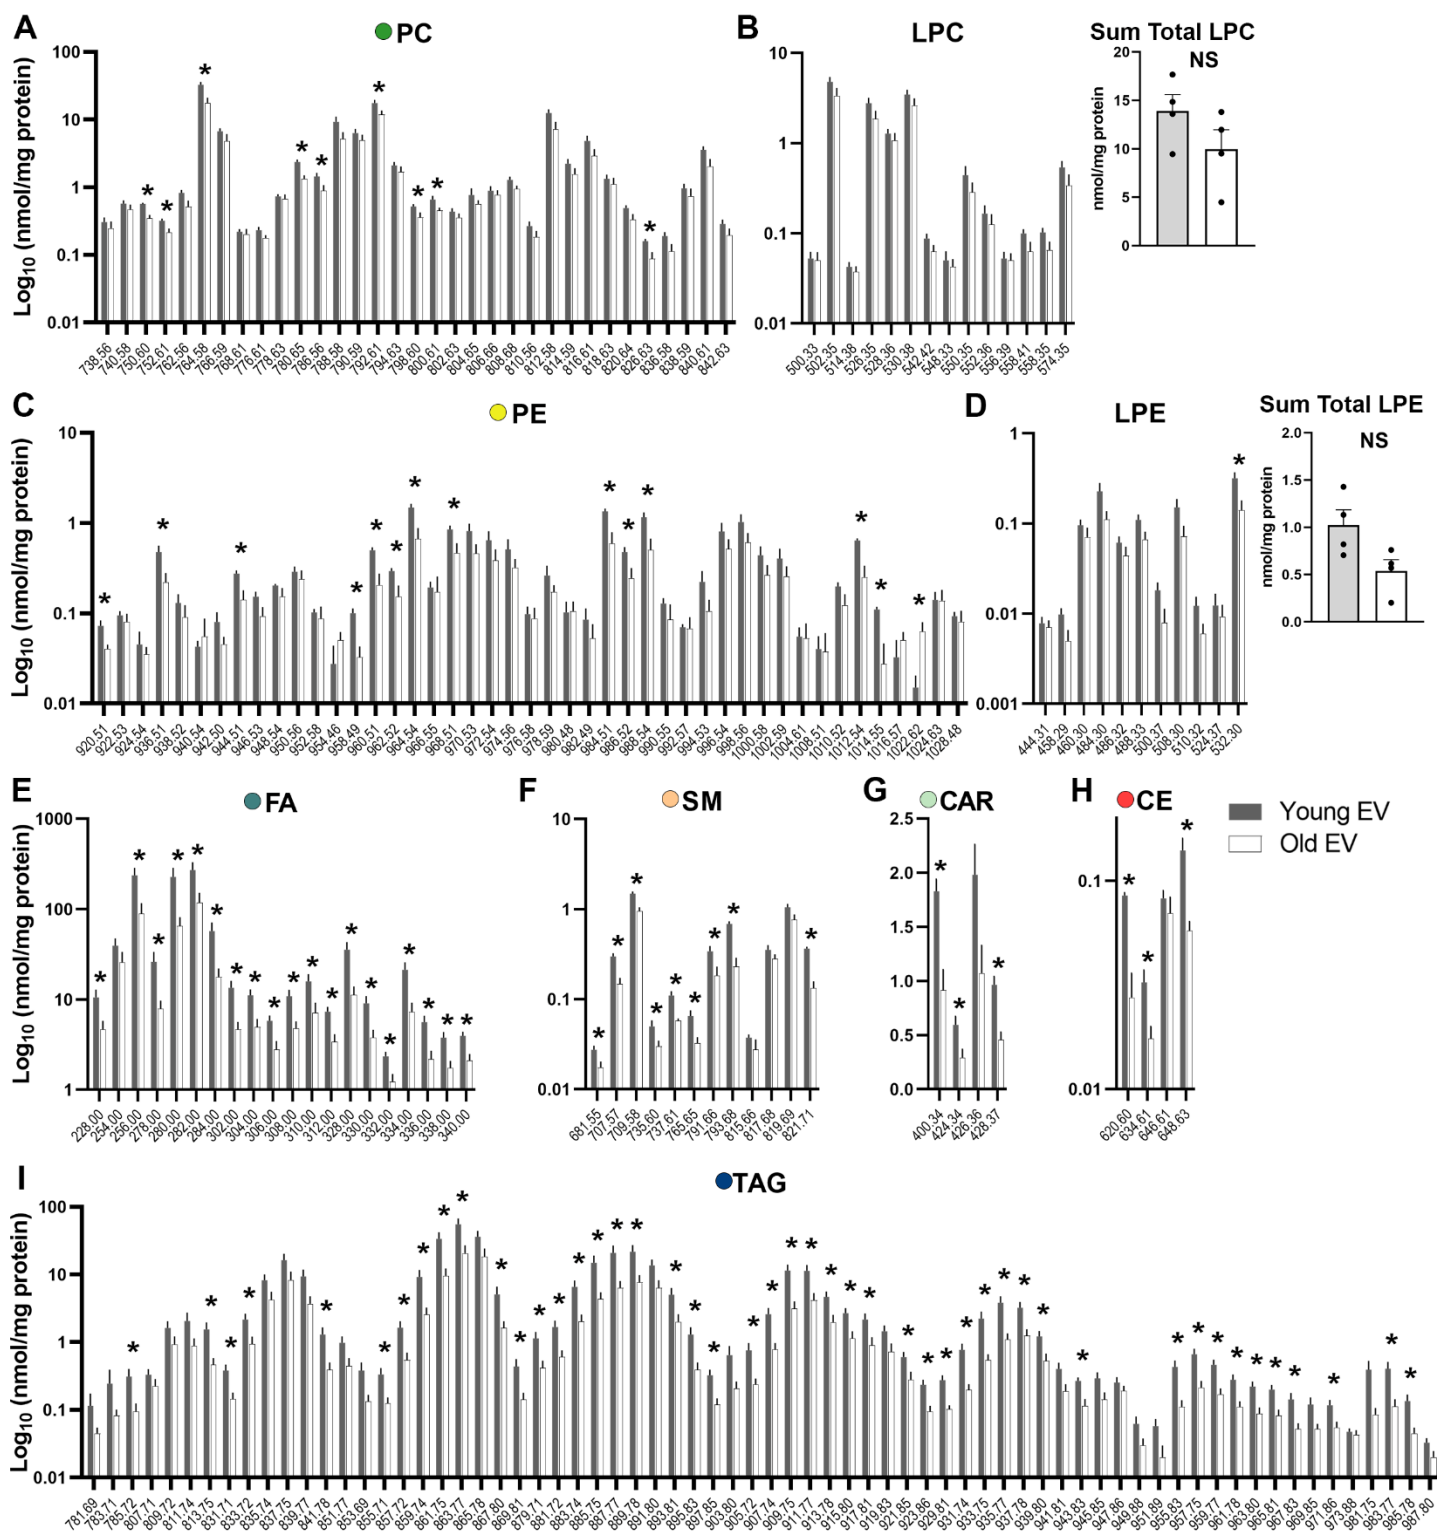

Figure S2. Serum EVs from aged animals are less lipidated with unique lipid species profiles when compared to serum EVs isolated from young animals. Lipid species-specific analysis determined using MDMS-SL of Phosphatidylcholine, PC (A); Lysophosphatidylcholine, LPC (B); Phosphatidylethanolamine, PE (C); Lysophosphatidylethanolamine, LPE (D); Fatty Acyl Chains in TAG, FA (E); Sphingomyelin, SM (F); Carnitine and Acetyl carnitine, CAR (G) Ceramide, CE (H), and Triacylglycerol, TAG (I) from serum EVs isolated from young and old mice. Analysis by two-tailed unpaired t-test. Bars represent mean $\pm$ SEM. $n=4$ for both young and old serum EVs with equal sex distribution. * $p < 0.05$, NS= no significance.

How the deposited data were processed for this re-analysis (not part of the article)

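RNA of 17 Klotho mice was measured, 4 Kl ko and 4 WT-y at 2 months and 5 Kl het and 4 WT-o at 9 months, with 1 library per mouse, together with 34 choroid plexus and 38 hippocampal libraries of aged mice that received infusions. Which infusion each aged mouse received is not given in the sample labels, so these 72 libraries were grouped by tissue only and no infusion arm was compared from their values. The column names of the infusion tables carry arm names, which were not used here.

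The authors aligned the reads to mm10 with Subread, counted them per gene with featureCounts and deposited CPM for each library, the reads of a gene scaled to the library's total, without scaling by TMM factors. The deposited log2 fold changes and average log2 CPM were made by the authors with edgeR. The p-value and FDR columns were made by the authors with the quasi-likelihood tests of edgeR and the Benjamini-Hochberg method. The rule by which the authors left out low genes is not stated in the paper's text. The DAM and homeostatic marks were added to the tables by the authors.

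The step between low CPM values is the CPM of 1 read, and it gave 26338890 to 40229041 counted reads per Klotho library, 27165663 to 46836730 per choroid plexus library and 23231524 to 40801000 per hippocampal library of the infusion experiment. A gene at 1 CPM thus rests on about as many reads as the library holds per CPM, 26.3 to 40.2. The Klotho table has 14967 genes, of which 3 repeated symbols were left out and 23 symbols that had been turned into dates were restored, and 14964 genes remained. The infusion tables have 13662 genes for choroid plexus and 14440 for hippocampus, with 19 and 21 symbols restored. A minimum of 0.5 CPM in at least 4 libraries removed no gene.

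Since the table holds CPM and not counts, limma 3.58.1 with trend was used on log2(CPM + 0.5) in R 4.3.3, as set before the data were examined for such a table, with the 4 groups of Klotho mice in 1 fit. The comparisons were Kl ko against WT-y, Kl het against WT-o, the difference between these, and WT-o against WT-y. All tests were two-sided, with the Benjamini-Hochberg method over 14964 genes and a threshold of 0.05. The pseudocount of 0.5 understates the change of low genes. *Kl* was also compared by an exact permutation test. Lists of genes were tested by camera with a preset correlation of 0.01, adjusted over 43 lists, and again with an estimated correlation. The authors' DAM list, with and without ribosomal and respiratory chain genes, the authors' homeostatic list and the heat shock list were adjusted over these 4 alone. With fry all 47 were adjusted together. Ribosomal proteins and other families with pseudogenes or close paralogs can share reads, which the tables do not resolve.

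The genes named in the text are those the paper names for the Klotho mice in its text and figures; for each comparison the 10 with the largest rise and the 10 with the largest fall among those past the threshold with an average log2 CPM over 1 and no overlap between the groups, filled up by the smallest unadjusted p where fewer passed; and members of the fixed lists. This rule was written before the data were examined. Lists of kidney tubule genes, Y chromosome genes, heat shock chaperones and cold-inducible genes were put together after the values were seen, and Slc13a3 was taken out of the kidney list then.

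Transcript lengths are the merged lengths of all annotated exons of a gene, from the GENCODE vM21 annotation (GRCm38), for 14803 of the genes. They can exceed the length of any single transcript. The length trend of each library was removed by loess with a span of 0.3. As alternatives, other scalings (RLE and TMM factors), pseudocounts of 0.1 and 1, a stricter filter, fits of only 2 groups, a replicate block, removal of the length trend, 1 surrogate variable from sva 3.50.0, leaving out each library, and tissue markers as covariates were tried. In each of the 17 libraries 100% of the values were whole reads, within 0.05 reads. On these reads edgeR 4.0.16, with TMM and with RLE factors, and limma-voom were run with 14964 genes and DESeq2 1.42.0 with 14956, and edgeR and DESeq2 also on 7 libraries, the Kl ko and WT-y libraries whose lowest value is 1 read (Kl ko replicates 1 to 4 and WT-y replicates 2 to 4), with 14956 and 14957 genes.

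The steps were tested on simulated data. For Kl ko against WT-y, limma recovered 86% of genes changed 2-fold and 62% of genes changed 1.5-fold, with 5 false calls among 14764 unchanged genes, and edgeR on 7 libraries recovered 70% and 35%. For Kl het against WT-o limma recovered 87% and 54%. The simulated noise was independent between genes, without the structure that the real libraries share, so the false calls do not carry over to these data. Another split of the real Kl ko and WT-y libraries called 3227 genes. Across the 38 hippocampal libraries, 100% of simulated relations with an r of 0.8 were recovered. Relations across the infusion libraries were tested with 100000 permutations. Tables were read with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures drawn with matplotlib 3.10.9.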

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

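The tests of the relations across the infusion libraries, of the length trend for ribosomal proteins and of other splits of the libraries were chosen before their results were seen, and the length test of the other 5 lists and the test of the hippocampal levels after. Single libraries below are those whose gap to the nearest other library of the group is large relative to the group's whole range (Dixon's ratio). Of 344 groups examined, 32 passed, where chance gives about 1 in 20.

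Choroid plexus, striatal and hypothalamic transcripts differed most between single libraries. They were *Kl* in Kl ko replicate 1 (2.9 against 18 to 23.3 CPM, ratio 0.869), *Ttr* in Kl het replicate 5 (220 against 2840 to 6720 CPM, ratio 0.747), *Avp* in Kl het replicate 3 (22.9 against 0.337 to 1.63 CPM, ratio 0.719) and *Agt* in WT-y replicate 2 (10 against 41.4 to 51.7 CPM, ratio 0.864). *Kl* per *Ttr* was high in Kl het replicate 5 (ratio 0.957). The striatal marker mean was 6.82 in WT-o replicate 2 against 3.58 to 3.84 in the other WT-o libraries (ratio 0.92) and 6.28 in WT-y replicate 2 against 3.55 to 3.81 (ratio 0.905). The kidney transcripts were high in Kl het replicate 1 (ratio 0.759). The Y chromosome genes summed to 0.2 CPM in Kl ko replicate 3 (ratio 0.984) and to 69.8 to 211.8 CPM in every other Klotho library. That mouse thus appears to be female, so sex appears unbalanced in Kl ko against WT-y. The paper's discussion states that only male mice were examined. Its legends for the other experiments give an equal distribution of the sexes, and its methods give no sex for the Klotho mice. No explanation of the other values in this paragraph was tested.

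In WT-y replicate 2, several genes lay on the side of the Kl ko mice or away from the other WT-y libraries. Among them were *Rpl32* in WT-y replicate 2 (142 against 83.8 to 91.6 CPM, ratio 0.833), *Ndufa7* in WT-y replicate 2 (74.6 against 51 to 53.2 CPM, ratio 0.887), *Vps13a* in WT-y replicate 2 (32.4 against 43.9 to 46.7 CPM, ratio 0.831), *Ganab* in WT-y replicate 2 (86 against 127 to 134 CPM, ratio 0.878) and *Tmem119* in WT-y replicate 2 (40.9 against 23.8 to 25.2 CPM, ratio 0.895). The library stayed in its group.

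Single genes stood apart in WT-o replicate 1: *Cirbp* in WT-o replicate 1 (34.2 against 68.4 to 72.7 CPM, ratio 0.919), *Pdia6* in WT-o replicate 1 (164 against 119 to 125 CPM, ratio 0.854), *Manf* in WT-o replicate 1 (78.3 against 52.1 to 54.6 CPM, ratio 0.884) and *Calr* in WT-o replicate 1 (323 against 220 to 233 CPM, ratio 0.848). The remaining single values were *Pdia6* in Kl het replicate 2 (129 against 101 to 108 CPM, ratio 0.747), *Atf6* in WT-y replicate 1 (98.8 against 81.2 to 82.4 CPM, ratio 0.929), *Cox4i1* in Kl ko replicate 4 (755 against 793 to 797 CPM, ratio 0.904), *Cox6a1* in Kl ko replicate 3 (796 against 713 to 719 CPM, ratio 0.934), *Exoc6b* in Kl ko replicate 2 (92 against 84.2 to 85.2 CPM, ratio 0.872), *Cadps* in WT-o replicate 2 (274 against 212 to 220 CPM, ratio 0.848), *Exoc1* in Kl het replicate 1 (33 against 35.1 to 35.7 CPM, ratio 0.798), *Exoc3* in WT-o replicate 2 (102 against 88.6 to 89.2 CPM, ratio 0.959), *Osbpl6* in Kl ko replicate 1 (33.5 against 39.3 to 40.3 CPM, ratio 0.874), *Vps13a* in Kl het replicate 4 (35.1 against 31.3 to 32 CPM, ratio 0.811), *Adam10* in Kl ko replicate 1 (49.3 against 55.9 to 56.1 CPM, ratio 0.962), *Sort1* in Kl ko replicate 2 (603 against 461 to 477 CPM, ratio 0.873) and *Gria3* in WT-o replicate 2 (156 against 126 to 128 CPM, ratio 0.935).

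A comparison that the paper does not make, of WT-o with WT-y mice, had 7 genes past the adjusted threshold. Kidney transcripts, which the paper does not discuss, were at a median of 16.8 CPM in 13 of the 17 Klotho libraries.

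As lists tested by camera with the preset correlation, short genes of ribosomes and respiration were higher and long genes of transport lower in both comparisons of Klotho mice, while with an estimated correlation no list passed, and in Kl het no member passed over all genes by limma. Outside the lists of the pattern, the fold change fell with transcript length (Spearman rho across genes of -0.346 in Kl ko and -0.257 in Kl het). With the length trend of each library removed, the ribosomal proteins kept 79.8% of their median log2 fold change in Kl ko and 95.4% in Kl het. Merged exons can overstate their length, so these shares can be too high. Their medians, 0.573 in Kl ko and 0.324 in Kl het, were also above those of all genes under 1 kb, 0.248 and 0.114. This argues against length as their whole cause. In Kl ko the cilium list kept 100.8% and in Kl het the mitochondrial ribosomal proteins kept 104.6%, and both still passed by camera (adjusted p = 0.0117 and 8.12e-06), which argues against length as their whole cause there. Length bias could account for much of the change of complex I (30.3% left) and the mitochondrial ribosomal proteins (34.2%) in Kl ko, and of lipid transport (31.5%), exocytosis (9.3%) and the cilium list (40.9%) in Kl het. For lipid transport (58.4%) and exocytosis (57.8%) in Kl ko and complex I in Kl het (62.9%), length and genotype cannot be told apart, since the trend differs between the groups. Genotype and RNA quality stay open, and reads shared with pseudogenes were not tested.

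In the hippocampus of the infusion mice, *Kl*, *Abca4* and *Slc39a4* rose and fell with 8 choroid plexus markers over 38 libraries of all arms, with a Pearson r of 0.846, 0.654 and 0.638 and a Spearman rho of 0.455, 0.291 and 0.448 (permutation p for r = 2.00e-05, 5.70e-04 and 3.00e-05, adjusted over 3 relations 4.50e-05, 5.70e-04 and 4.50e-05, and for rho = 0.00465, 0.0774 and 0.00497, adjusted 0.00745, 0.0774 and 0.00745). Without the 2 libraries farthest from the median r was 0.441, 0.062 and 0.344, so the relation of *Abca4* rests on those. The slope of each gene on *Ttr* was 3.07, 4.02 and 5.87 times the ratio of the genes in choroid plexus, or 1.31, 0.567 and 4.57 without the 2 libraries. For *Slc39a4* the bound of 5 set against choroid plexus tissue was passed only with these 2, so for the rise of the 3 genes in a few libraries choroid plexus tissue in the samples and transcription in the hippocampus cannot be told apart. From the median of *Ttr*, such tissue would bring 0.27, 0.0585 and 0.00634 CPM, where the medians were 29.9, 1.84 and 1.07 CPM. Of the libraries, 35, 33 and 37 had more than 5 times what their own *Ttr* would bring. This cannot decide alone, since the choroid plexus marker *Folr1* was also high relative to *Ttr*. Their medians were 0.622 and 8.75 CPM, against 829 and 127873 CPM in choroid plexus. *Kl* was high relative to *Folr1* too, with medians of 29.9 and 0.622 CPM, against 3765 and 829 CPM in choroid plexus. For *Kl* this argues against such tissue as the source of its median level. For *Abca4* and *Slc39a4*, at low levels, the source stays open. The arms were not compared, so no effect of serum was tested.

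In the choroid plexus of the infusion mice, the neuronal genes that the paper names, *Camk2a*, *Mapt* and *Syp*, followed the mean of other neuronal markers over 34 libraries with a median r of 0.95, and 0.89 without the 2 farthest libraries. The means of neuronal, astrocyte and mature oligodendrocyte markers rose together, with r of 0.65, 0.81 and 0.87, or 0.41 for neurons and astrocytes with *Snap25* alone. Of 117 relations between 39 genes the paper names and these means, 107 were positive and 0 negative at an adjusted p under 0.05. The paper took its genes from these same libraries as higher with young serum, so their relations are partly built in. The marker means leave out the genes the paper names. Brain tissue in the choroid plexus samples could bring the joint rise of these means, which was not separated from a difference between arms. The arms were not compared, and no biological explanation was tested.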

How the results depend on the processing

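The tissue covariates, the choices of libraries by tissue transcripts, TMM factors, the tests on recovered reads and the libraries left out for *Kl* per *Ttr* were chosen after the data were seen, and the other alternatives before. Among single genes, 5231 values kept their direction and side of the threshold, 482 lost the call, 38 gained it and 93 that were not called changed direction. Among lists these numbers were 2728, 216, 95 and 155, and 2 reversed. RLE factors gave 1709 genes in Kl ko, 1587 of them among the 1687. On the reads recovered from all 17 libraries, edgeR called 1720 genes in Kl ko (1550 of them among the 1687), edgeR with RLE factors 1716, DESeq2 2497 and limma-voom 1786. In the same order they called 0, 0, 6 and 1 in Kl het, 6, 5, 117 and 8 between WT-o and WT-y, and 0, 0, 48 and 0 for the difference. The 13 libraries with kidney transcripts hold 1 of the 5 Kl het libraries, which is taken to vary like the other groups, so their values for Kl het, for the difference and for the shared genes rest on 1 mouse and say little on how these results hold. Leaving out the filter removed no gene and so tests nothing. The cause was not tested for any change below, except where the alternative's own construction shows it.

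For Kl ko and for the genes shared by both comparisons, values are given as a percentage of the genes tested, a form chosen after the values were seen. The 11.3% called in Kl ko became 0.127% with only the 2 groups fitted, 6.55% with the length trend removed, 7.32% with the choroid plexus marker mean as covariate, 21.8% without the 4 libraries with striatal transcripts, 3.16% over the 13 libraries with kidney transcripts, and 0, 2.85% and 0 by edgeR, DESeq2 and limma on 7 libraries. At an unadjusted p under 0.05 these 3 gave 15.0%, 16.4% and 15.0% against 28.9%, and at an unadjusted p under 0.01 the fit of all libraries gave 14.5%. In Kl het the 1690 genes at an unadjusted p under 0.05 became 2624 with only the 2 groups, 144 over the 13 libraries and 354 at 0.01. Between WT-o and WT-y, the 7 genes became 4 with log2(CPM + 0.1), 4 with at least 1 CPM in every library, 0 with only the 2 groups, 16 with 1 surrogate variable, 4 with the choroid plexus covariate, 979 without the 4 striatal libraries and 0 over the 13 libraries, and at an unadjusted p under 0.05 the 1198 became 3526 without the 4.

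For the difference between the comparisons, 1 gene passed with the choroid plexus covariate and 2 without the 4 striatal libraries, and at an unadjusted p under 0.05 the 1328 genes became 2595 without the 4 and 383 over the 13 libraries. The 5.61% shared by both became 0 at an adjusted p under 0.05 in both, 0.902% at 0.01 and 0.341% over the 13 libraries. With RLE factors 554 shared genes were higher and 249 lower, against 349 and 490. Of 43 lists, the 19 in Kl ko became 0 with an estimated correlation and 10 by fry, and the 20 in Kl het became 0, 0 and, over the 13 libraries, 13. *Kl* in Kl ko had an adjusted p of 0.0757 with only the 2 groups (-3.06), 0.212 by edgeR (-2.51) and 0.204 by limma on 7 libraries (-2.70). The choroid plexus list changed sign with its own mean as covariate, to 0.003 in Kl ko and 0.016 in Kl het (adjusted p = 0.825 and 0.729), by construction. The rho with length became -0.001 in Kl ko and -0.02 in Kl het once the trend was removed. Without the 2 farthest libraries, hippocampal r was 0.441 for *Kl*, 0.062 for *Abca4* and 0.344 for *Slc39a4*. In the authors' infusion tables, an FDR under 0.05 leaves 0, 387 and 0 genes in choroid plexus and 3, 0 and 1 in hippocampus.

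With the replicate numbers as a block, 0.0267% of the genes were called in Kl ko and none between WT-o and WT-y (0). At an unadjusted p under 0.05, Kl het had 876, WT-o against WT-y 456, the difference 847, and 2.75% were shared. *Kl* was at -3.06 (adjusted p = 0.062). With the length trend also removed, 0.00676% were called in Kl ko and 0 between WT-o and WT-y, 745 and 540 passed the unadjusted threshold in Kl het and between WT-o and WT-y, and 1.91% were shared, with *Kl* at -2.93 (adjusted p = 0.0958) and a rho with length of -0.001 in Kl ko and -0.009 in Kl het. The numbers do not pair the mice, since pairs with equal numbers had r of -0.48 to 0.02.

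Leaving out each library in turn gave 3.10% (without WT-y replicate 1) to 25.9% (without WT-y replicate 2) of the genes in Kl ko, and 22.0% to 38.9% at an unadjusted p under 0.05. In Kl het it gave 0 to 8 (without Kl het replicate 1), and 778 (without WT-o replicate 2) to 2333 at an unadjusted p. Between WT-o and WT-y it gave 0 to 583 (without WT-y replicate 2), and 708 (without WT-y replicate 3) to 2923. For the difference it gave 0 to 65 (without WT-y replicate 2), and 1043 to 2590. The shared genes made up 2.45% (without WT-o replicate 2) to 9.78% (without WT-y replicate 2), and the lists 16 to 20 in Kl ko and 14 to 25 in Kl het. *Kl* was at -3.33 to -2.40 in Kl ko and -1.88 to -1.14 in Kl het, and the rho with length at -0.38 to -0.321 and -0.291 to -0.223. Depth was 26.3 to 40.2 reads per CPM, so genes near 0.5 CPM rest on few reads.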

Differences from the paper's values

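In Kl het against WT-o, 1122 genes were lower and 568 higher at an unadjusted p under 0.05, the threshold of the Fig. 5 legend, where the paper's values are 637 lower and 905 higher. Of the alternatives set before the data were examined, the number lower came within 1.5 times the paper's value with RLE factors (635), with the replicate block (514), with the length trend removed, without Kl het replicates 2 (812) or 5 (831), and without WT-o replicates 1 (875) or 2 (504), and not with the others. The number higher did so with RLE factors (954), with only the 2 groups fitted (900), with the length trend removed (966), with 1 surrogate variable (674), without Kl ko replicate 3 (622), without WT-o replicate 4 (708) and without WT-y replicate 2 (809), and not with the others. Of the alternatives chosen after seeing the values, TMM factors gave 598 lower and 1002 higher. The choroid plexus covariate gave 929 lower, the striatal covariate 655 higher, and the libraries without striatal transcripts 916 lower. RLE and TMM factors, which change only the scaling of the libraries, each brought both numbers within 1.5 times the paper's values. Removal of the length trend did so too. The median log2 fold change over all genes was -0.056 in the fit used here, -0.011 with RLE and -0.007 with TMM factors. On the reads recovered from all 17 libraries, also chosen after, edgeR gave 649 lower and 918 higher, edgeR with RLE factors 679 and 874, DESeq2 723 and 959 and limma-voom 589 and 974. Of the 637 lower and 905 higher genes in the authors' deposited comparison, the fit used here drops 22 and 349, RLE factors 55 and 28, TMM factors 75 and 12, the choroid plexus covariate 143 and 459, the striatal covariate 75 and 353, the libraries without striatal transcripts 145 and 454, and on recovered reads edgeR 5 and 2, edgeR with RLE factors 0 and 34, DESeq2 4 and 18 and limma-voom 99 and 24. The text of the paper gives a threshold of 0.01, at which 239 genes were lower and 115 higher, and at which the authors' deposited comparison has 109 and 193. At 0.05 that comparison has the numbers the paper gives.

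The paper names *Cd68* among the DAM genes that were upregulated. It was at 0.23 in Kl ko (p = 0.113) and -0.19 in Kl het (p = 0.166) by limma, unadjusted, and passed an unadjusted 0.05 in Kl ko only without Kl ko replicate 2 (0.31, p = 0.0426). In the authors' deposited comparison its p in Kl ko is 0.0705. The other genes named with it, *Apoe*, *Trem2*, *Tyrobp*, *Axl* and *Cd74*, did pass the unadjusted threshold in Kl ko. *Apoe* and *Axl* did so with all 38 alternatives, while *Cd74* did not with 13, *Trem2* with 11 and *Tyrobp* with 5, among them the removal of the length trend for *Cd74* (p = 0.0682) and *Tyrobp* (0.0772) and the fit of only 2 groups for *Trem2* (0.0722).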

Other observations

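The tests reported in this part on lists of heat shock chaperones were chosen after the values were seen, and the others before.

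By limma 7 genes differed between 9-month-old and 2-month-old wild-type mice, a comparison that the paper does not report. *Dcx*, a microtubule protein of neuroblasts, was lower in WT-o (8.99 against 22.8 CPM in WT-y, log2 fold change -1.28, standard error 0.17, adjusted p = 0.0116 from limma). The complement gene *C4b* (74.6 against 30.6 CPM, 1.32, adjusted p = 0.0116) and the cytokine gene *Il33* (70.4 against 25.8 CPM, 1.60, adjusted p = 0.0485) were higher. The other genes past the threshold were *Abca8a* (1.24), *Apc* (-0.55), Gm16551 (1.44) and *Prom1* (-0.75), chosen after their values were seen. Of 12 genes of neural progenitors and neuroblasts, 1 fell (8 when adjusted over the list alone), with a median of -0.66 (camera adjusted p = 7.91e-15, and adjusted p = 0.00628 with an estimated correlation). Of 43 lists 14 passed by camera, and with an estimated correlation this 1 alone. Among the others were mature oligodendrocytes (median -0.60, adjusted p = 2.53e-09, with 8 of 14 lower over the list alone), pericytes (-0.24, 7.23e-05), MHC class II (0.72, 7.95e-05), oligodendrocyte precursors (-0.26, 1.51e-04), thalamus (0.51, 1.51e-04), synapses (-0.07, 3.72e-04) and core DAM genes (0.20, 0.00272). At an unadjusted p under 0.05, 704 genes were higher and 494 lower, or 557 and 698 with RLE factors, so the balance of directions depends on the scaling. The 7 genes became 583 without WT-y replicate 2, 2 without Kl het replicate 3 or WT-o replicate 2, and 0 without WT-o replicates 3 or 4 or WT-y replicates 3 or 4 or with only the 2 groups fitted.

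Some heat shock chaperones were lower in Kl ko than in WT-y mice. Of 28, 12 fell, none rose and 16 did not pass (18 fell and 1 rose when adjusted over the list alone), with a median of -0.31 and an adjusted p over 4 lists of 0.0995 with an estimated correlation. *Hsph1* fell by 0.84, the ER chaperone *Hspa5* by 0.92 and *Hsp90aa1* by 0.60 (adjusted p = 0.00404, 0.00585 and 0.00377), and the cold-inducible gene *Rbm3* rose by 0.62 (adjusted p = 0.025). *Rbm3* did not pass without Kl ko replicate 2 or WT-y replicates 1, 3 or 4. Of the genes of synapses, 8 of 35 fell and none rose (14 fell and 2 rose over the list alone), with a median of -0.25 (camera adjusted p = 0.000902, and 0.391 with an estimated correlation), and the list did not pass with the length trend removed (0.0935). Mature oligodendrocyte genes had a median of -0.40 in Kl het (camera adjusted p = 0.000949, and 0.632 with an estimated correlation).

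Over 34 choroid plexus libraries of all arms, the median of *Ttr* was 127873 CPM and of *Kl* 3765 CPM. Over 38 hippocampal libraries of all arms, they were 8.75 and 29.9 CPM. *Pcdh1*, an adhesion gene that the paper names in the choroid plexus, had a median of 0.767 CPM there and of 289 CPM in hippocampus. In the authors' deposited comparisons, at the thresholds of the paper, the authors' counts of higher and lower genes are 357 and 26, 1006 and 9, and 8 and 129 in choroid plexus, for YS against sham, YS against YDS and YDS against sham, and 58 and 261 and 75 and 22 in hippocampus for the former 2, with 23 higher and more lower for YDS against sham. Across 12609 genes, which are not independent replicates, the authors' fold changes had a Spearman rho with the difference between hippocampus and choroid plexus of 0.43, 0.42 and -0.15 in choroid plexus and 0.24, -0.10 and 0.33 in hippocampus.

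Other splits of the same libraries were fitted, 35 for 4 against 4 and 100 drawn where there were more. In Kl ko against WT-y, 2 splits, the real one included, called as many genes as the real 1687, with 3227 as the highest other, and 2 had as many at an unadjusted p under 0.05 (4326, highest other 5341). Chance cannot be excluded by this measure, and that split, which sets Kl ko replicates 1, 3 and 4 with WT-y replicate 2, points to a structure of the samples. For the lists in Kl ko 9 splits reached the real 19 (highest other 25). In Kl het against WT-o, only the real split of 100 reached the 1690 genes at an unadjusted p under 0.05 (highest other 1136). This argues against chance for them. That other split sets Kl het replicate 1 with the WT-o libraries, as the kidney transcripts and the depth do. A structure of the samples thus nearly follows genotype there and stays open beside it. Chance is not excluded for the 20 lists, which 18 reached (highest other 23). The adjusted count of 0, which all 100 splits reach (highest other 7), decides nothing. Of 100 joint splits, only the real one reached the 839 genes shared by both comparisons (highest other 330), which argues against chance. It does not tell genotype from a structure of the samples that follows the groups. For the difference between them the count of 0, reached by all 100, decides nothing (highest other 821). Chance is not excluded for WT-o against WT-y, where 3 splits reached 7 genes (highest other 973) and 9 reached 1198 at an unadjusted p under 0.05 (highest other 3627). The splits with 973 and 821 genes, many times the real counts, point to a structure of the samples. For WT-o against WT-y the highest split sets WT-o replicates 1, 3 and 4 with WT-y replicate 2. It thus exchanges WT-o replicate 2 and WT-y replicate 2. On principal component 2 of all libraries, WT-y replicate 2 was at 5.4 and WT-o replicates 1, 3 and 4 at 4.2 to 6.3. WT-o replicate 2 was at -19.4 and the other WT-y libraries at -26.2 to -16.2. On component 1, WT-y replicate 2 was at 25.6, above all WT-o libraries (-14.4 to 5.8). Whether labels were exchanged was not tested.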
